# Transcriptomic Profiling of Zebrafish Hair Cells Using RiboTag

**DOI:** 10.3389/fcell.2018.00047

**Published:** 2018-05-01

**Authors:** Maggie S. Matern, Alisha Beirl, Yoko Ogawa, Yang Song, Nikhil Paladugu, Katie S. Kindt, Ronna Hertzano

**Keywords:** inner ear, hair cells, zebrafish, RiboTag, RNA-Seq

## Abstract

The zebrafish inner ear organs and lateral line neuromasts are comprised of a variety of cell types, including mechanosensitive hair cells. Zebrafish hair cells are evolutionarily homologous to mammalian hair cells, and have been particularly useful for studying normal hair cell development and function. However, the relative scarcity of hair cells within these complex organs, as well as the difficulty of fine dissection at early developmental time points, makes hair cell-specific gene expression profiling technically challenging. Cell sorting methods, as well as single-cell RNA-Seq, have proved to be very informative in studying hair cell-specific gene expression. However, these methods require that tissues are dissociated, the processing for which can lead to changes in gene expression prior to RNA extraction. To bypass this problem, we have developed a transgenic zebrafish model to evaluate the translatome of the inner ear and lateral line hair cells in their native tissue environment; the *Tg(myo6b:RiboTag)* zebrafish. This model expresses both GFP and a hemagglutinin (HA) tagged *rpl10a* gene under control of the *myo6b* promoter (*myo6b:GFP-2A-rpl10a-3xHA*), resulting in HA-tagged ribosomes expressed specifically in hair cells. Consequently, intact zebrafish larvae can be used to enrich for actively translated hair cell mRNA via an immunoprecipitation protocol using an antibody for the HA-tag (similar to the RiboTag mice). We demonstrate that this model can be used to reliably enrich for actively translated zebrafish hair cell mRNA. Additionally, we perform a global hair cell translatome analysis using RNA-Seq and show enrichment of known hair cell expressed transcripts and depletion of non-hair cell expressed transcripts in the immunoprecipitated material compared with mRNA extracted from whole fish (input). Our results show that our model can identify novel hair cell expressed genes in intact zebrafish, without inducing changes to gene expression that result from tissue dissociation and delays during cell sorting. Overall, we believe that this model will be highly useful for studying changes in zebrafish hair cell-specific gene expression in response to developmental progression, mutations, as well as hair cell damage by noise or ototoxic drug exposure.

## Introduction

Hearing loss is a genetically heterogeneous disorder, with mutations in over 150 genes estimated to underlie genetic non-syndromic hearing deficits (Van Camp and Smith, 2017). Of these, a large proportion affect genes that are preferentially expressed in the sensory cells of the inner ear, namely the mechanosensory hair cells (HCs) (Elkon et al., 2015). Zebrafish have served as an excellent model system for functional analysis of genes in HC function, as they possess HCs both in the inner ear as well as within an external lateral line system, are easy to manipulate genetically, and generate large numbers of progeny within a short gestational period (Nicolson, 2005, 2017; Erickson and Nicolson, 2015). However, the study of the molecular changes induced by manipulation of HC-expressed genes in zebrafish has been limited due to a paucity of models that allow cell type-specific molecular analysis of changes in gene expression. Specifically, across vertebrate species, the auditory, vestibular, and lateral line sensory organs are comprised of a variety of cell types, of which HCs make up only a small percentage (Hertzano and Elkon, 2012; Jiang et al., 2014; Matern et al., 2017). Therefore, due to their relative scarcity, cell type-specific approaches such as manual cell sorting, fluorescence activated cell sorting (FACS), or single cell RNA-Seq (scRNA-Seq) are necessary to analyze gene expression in HCs. These methods have been used in both mice and zebrafish to analyze HC gene expression changes that occur in mutant animals, during development and regeneration, or after exposure to noise or ototoxic drugs (McDermott et al., 2007; Hertzano and Elkon, 2012; Jiang et al., 2014; Steiner et al., 2014; Burns et al., 2015; Elkon et al., 2015; Scheffer et al., 2015). However, both scRNA-Seq and cell sorting-based techniques require dissociation of tissues to obtain a single cell suspension. Tissue dissociation can induce significant cellular stress due to loss of lateral inhibition and cell-cell contact, and combined with the prolonged time associated with tissue processing, may lead to confounding changes in gene expression (Sanz et al., 2009; Gay et al., 2013, 2014).

To avoid dissociation-induced molecular changes, recent studies have developed techniques in both mice and zebrafish models to extract RNA from specific cell types within intact organs (Heiman et al., 2009; Sanz et al., 2009; Gay et al., 2013; Tryon et al., 2013; Erickson and Nicolson, 2015; Roh et al., 2017). These approaches rely on pulldown of RNA from a cell type of interest via tagged ribosomes, or directly tagged RNA. As an example, the RiboTag mouse model expresses a component of the 60S subunit of the ribosome with a C-terminal hemagglutinin tag (RPL22-HA) (Sanz et al., 2009). Using this model, Cre-induced expression of RPL22-HA can be used to capture actively translated RNA from a cell type of interest via immunoprecipitation. The BACarray and NuTRAP mice models work in a similar way to RiboTag, however ribosomes are tagged with a green fluorescent protein (GFP). Additionally, the NuTRAP mice co-express nuclear tagging proteins that allow for concomitant epigenetic profiling of a Cre expressing cell type. In 2013, Tryon et al. also introduced several RiboTag/TRAP models to study cell type-specific gene expression in zebrafish (Tryon et al., 2013). Similar to the BACarray and NuTRAP mouse models, these zebrafish models rely on tagging the 60S ribosomal subunit through non-inducible tissue-specific expression of an *rpl10a*-GFP fusion gene. Collectively, in mouse and zebrafish, RiboTag, BACarray, and NuTRAP can be used for cell type-specific isolation of RNA via pulldown of labeled ribosomes. In these models, the immunoprecipitated RNA is enriched for actively translated transcripts, and is referred to as the “translatome” rather than the whole cellular transcriptome.

An alternative method to ribosomal pulldown is to isolate cell type-specific RNA from a complex tissue environment by thiouracil (TU) tagging. This method relies on tissue specific expression of uracil phosphoribosyltransferase (UPRT), an enzyme capable of integrating 4-thiouracil into newly synthesized RNA, which can then be affinity purified. Both mice and zebrafish TU-tagging models have been developed, and rather than obtaining only actively translated RNA as in the RiboTag/TRAP models, this method allows for capture of all newly synthesized RNA within a cell type of interest (i.e., the transcriptome) after the application of 4-thiouracil (Gay et al., 2013, 2014; Erickson and Nicolson, 2015). As with the ribosomal pulldown techniques, affinity purified RNA is enriched for the cell type of interest, and also contains some RNA from other tissues. In zebrafish, TU-tagging has been used to identify HC expressed transcripts. However, this model was only able to identify a small number of genes, and only those genes with very high expression levels in HCs were found to be significantly enriched in the immunoprecipitated RNA compared to input (Erickson and Nicolson, 2015).

To more effectively isolate RNA from zebrafish HCs, we have developed a transgenic zebrafish RiboTag model to evaluate the translatome of zebrafish inner ear and lateral line HCs; the *Tg(myo6b:GFP-2A-rpl10a-3xHA)* zebrafish [from here on referred to as *Tg(myo6b:RiboTag)*]. This model carries a construct to drive expression of both an HA-tagged Rpl10a protein and GFP in HCs under control of the HC-specific *myo6b* promoter (Seiler et al., 2004; Obholzer et al., 2008). To our knowledge, this is the first zebrafish model to allow for HC-specific gene expression analysis via two methods: (1) tissue dissociation and cell sorting based on GFP expression, and (2) immunoprecipitation of HA-tagged ribosomes to enrich for HC expressed transcripts. We use both RT-qPCR and RNA-Seq to analyze gene expression in our *Tg(myo6b:RiboTag)* model. We show that immunoprecipitated RNA from our *Tg(myo6b:RiboTag)* model is significantly enriched for known HC expressed transcripts, indicating that this model is effective in enriching for the HC translatome. Additionally, a comparison of our translatome dataset with a previously published zebrafish HC transcriptome dataset (generated using sorted HCs) shows that similar gene expression results can be obtained using the *Tg(myo6b:RiboTag)* model without cell sorting. Finally, we use the *Tg(myo6b:RiboTag)* model to identify novel HC expressed transcripts, and demonstrate that RiboTag immunoprecipitation helps to avoid gene expression changes that are induced by dissociation. Overall, we believe that this model will be highly useful for studying the normal development and function of zebrafish HCs, as well as changes to HC gene expression in response to different conditions.

## Materials and methods

### Zebrafish husbandry

Zebrafish were grown at 28°C in E3 embryo media (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, and 0.33 mM MgSO_4_) using standard methods. Work performed at the National Institute of Health was approved by the NIH Animal Use Committee under animal study protocol #1362-13. At the University of Maryland School of Medicine (UMSOM), all procedures involving animals were carried out in accordance with the NIH Guide for the Care and Use of Laboratory Animals and have been approved by the Institutional Animal Care and Use Committee at the University of Maryland, Baltimore (protocol numbers 0514001 and 1116003).

### Vector construction and generation of the *Tg(myo6b:GFP-2A-rpl10a-3xHA)* zebrafish

Plasmid construction was based on the Tol2/Gateway zebrafish kit (Kwan et al., 2007). The *pME-GFP-2A-rpl10a-3xHA* was a generous gift from Dr. Brant Weinstein at the NIH. The p5E-*pmyo6b* entry clone used to drive expression in hair cells has been described previously (Kindt et al., 2012). These two clones were used along with the tol2 kit gateway clones p3E-polyA (#302) and pDest (#394) to create the *myo6b:GFP-2A-rpl10a-3xHA* expression construct. To generate a stable transgenic fish line, plasmid DNA at 50 ng/μL and tol2 transposase mRNA at 20 ng/μL were injected into zebrafish embryos as previously described to create *Tg(myo6b:GFP-2A-rpl10a-3xHA)*^*idc*10^(Kwan et al., 2007). Each line was grown to the F1 generation and outcrossed to confirm single copy integration.

### Immunohistochemistry and confocal imaging

Immunohistochemistry was performed on whole-mount larvae. Wildtype or transgenic larvae were fixed with 4% paraformaldehyde in phosphate buffered saline (PBS) for 4 h at 4°C. After 5 × 5 min washes in PBS, followed by a 5 min wash in H_2_O, larvae were permeabilized with ice cold acetone (at −20°C) for 5 min. Larvae were then washed in H_2_O for 5 min, followed by a 5 × 5 min washes in PBS, and then blocked overnight with PBS containing 2% goat serum and 1% bovine serum albumin (BSA). A primary rat anti-HA antibody (Roche) was diluted at 1:750 in PBS containing 1% BSA, and larvae were incubated in the solution for 4 h at room temperature. After 5 × 5 min washes in PBS to remove the primary antibody, an Alexa 568 secondary antibody diluted at 1:1,000 (Life Technologies) was added in PBS containing 1% BSA and incubated overnight at 4°C. After 5 × 5 min washes in PBS to remove the secondary antibody, larvae were rinsed in H_2_O and mounted in Prolong Gold (Life Technologies). Fixed samples were imaged on an inverted Zeiss LSM 780 laser-scanning confocal microscope with a 63 × 1.4 NA oil objective lens. Excitation wavelengths of 488 and 546 nm were used to excite GFP and Alexa 568, respectively.

### *Tg(myo6b:RiboTag)* translatome immunoprecipitation

The *Tg(myo6b:RiboTag)* immunoprecipitation protocol was modified from the RiboTag immunoprecipitation protocol described in Sanz et al. (2009). Briefly, GFP^+^ *Tg(myo6b:RiboTag)* zebrafish larvae were euthanized at 5 days post fertilization (dpf) using MS-222/Tricaine and rinsed with system water. Groups of fifty larvae were then either flash frozen and stored at −80°C or used immediately for immunoprecipitation. Larvae were resuspended and homogenized in 1 mL of supplemented homogenization buffer (50 mM Tris-HCl pH.7, 100 mM KCl, 12 mM MgCl_2_, 1% Nonidet P-40, 1 mM 1,4-Dithiothreitol, 1X protease inhibitor cocktail, 200 U/mL RNAsin, 100 μg/mL cycloheximide, 1 mg/mL heparin) by douncing on ice. Homogenates were spun at 10,000 g for 10 min at 4°C to remove particulates, and a small sample of clear supernatant was reserved for total RNA isolation (input control, IN). Remaining supernatant was incubated with 5 μg HA antibody (BioLegend) at 4°C under gentle rotation for 4–6 h. After incubation, supernatants were incubated with 300 μL of rinsed Invitrogen Dynabeads Protein G magnetic beads (Thermo Fisher) overnight, rotating. Following incubation, bound beads were rinsed three times with 800 μL high salt buffer (50 mM Tris-HCl pH.7, 300 mM KCl, 12 mM MgCl_2_, 1% Nonidet P-40, 1 mM 1,4-Dithiothreitol, 100 μg/mL cycloheximide) at 4°C for 10 min, rotating. After washing, 350 μL of buffer RLT from the RNeasy Plus Micro kit (Qiagen) was added to the bound beads or reserved input sample and vortexed for 30 s to dissociate bound RNA. RNA was then extracted according to manufacturer's instructions (using 16 μL of nuclease free water for elution) and stored at −80°C. RNA quality and concentration was assessed using the Agilent RNA Pico kit (Agilent Technologies) at the UMSOM Genomics Core Facility.

### Fluorescence activated cell sorting

Zebrafish dissociation and FACS were performed as previously described (Elkon et al., 2015). Briefly, approximately 150 *Tg(myo6b:RiboTag)* larvae per replicate were euthanized at 5 dpf and dissociated in cold trypsin-EDTA solution (0.5 g/L trypsin, 0.2 g/L EDTA, Sigma) by trituration with a p1000 pipette tip on ice for 20 min. Dissociation was then halted by adding HBSS supplemented with 10% fetal bovine serum (FBS) and 100 μg/mL DNaseI. Cells were filtered through a 70 μm cell strainer (Fischer Scientific) and pelleted by centrifugation at 2,000 rpm for 10 min at 4°C. Cells were washed once in HBSS, resuspended in HBSS supplemented with 10% FBS, and filtered into glass tubes through a 35 μm cell strainer (Falcon). Flow cytometry analyses were performed at the University of Maryland Marlene and Stewart Greenebaum Comprehensive Cancer Center Flow Cytometry Shared Service. Samples of GFP positive and negative cells (HCs and the rest of the fish) were collected using a BD FACSAria II (BD Biosciences), and a small aliquot of each sorted population was re-analyzed to determine cell purity. RNA was extracted from sorted cells using Trizol LS Reagent (Thermo Fischer Scientific) and the Direct-zol™ RNA MiniPrep Plus (Zymo Research).

### RT-qPCR

RT-qPCR was performed as described previously with minor modifications (Matern et al., 2017). RNA from 5 dpf *Tg(myo6b:RiboTag)* zebrafish input and IP samples, or sorted cells, was reverse-transcribed using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific), and qPCR was performed using the Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific). To account for low levels of RNA obtained from sorted cells, a preamplification step using PerfeCTa PreAmp Supermix (Quantbio) was added for the RNA-Seq validation and immediate early gene expression experiments. Expression values were normalized to *actb1* expression (see Supplementary Table 4 for primer sequences).

### RNA sequencing and informatics

RNA from 5 dpf *Tg(myo6b:RiboTag)* zebrafish IN and IP samples was submitted in biological quadruplicates for RNA-Seq at the UMSOM Institute for Genome Sciences. Only samples with RNA integrity numbers (RIN) > 8 were used for sequencing. Libraries were prepared from 25 ng of RNA using the TruSeq RNA Sample Prep kit (Illumina) per manufacturer's instructions, with the exception of an additional PCR cycle. Samples were sequenced on an Illumina HiSeq 4000 with a 75 bp paired-end read configuration. Between 100 and 150 million reads were obtained for each sample, and reads were aligned to the zebrafish genome (*Danio rerio*.GRCz10) using TopHat version 2.0.8 (maximum number of mismatches = 2; segment length = 30; maximum multi-hits per read = 25; maximum intron length = 50,000) (Kim et al., 2013). The number of reads that aligned to the predicted coding regions were determined using HTSeq (Anders et al., 2015), and only genes with CPM (reads count per transcripts per million mapped reads) values > 0.01 in all IN and IP replicates were called as expressed (17,164 genes). One IP sample had a high intergenic content suggestive of DNA contamination and was excluded from the analysis. See Supplementary Table 1 for alignment statistics. Significant differential expression was assessed using DEseq (Anders and Huber, 2010). RNA-Seq data were submitted to the Gene Expression Omnibus database (GEO accession GSE102861), as well as the gEAR Portal (UMgEAR.org). Gene ontology of highly enriched and depleted gene sets was performed using the Gene Ontology (GO) database (http://www.geneontology.org) (Harris et al., 2004). For HC enriched and depleted gene sets, top branches of GO terms are shown. Anatomical structure enrichment was performed using the Zebrafish Expression Ontology of Gene Sets (ZEOGS) tool (Prykhozhij et al., 2013), with a corrected *p*-value cutoff of 0.10. Sorted HC dataset transcript IDs from Steiner et al. were converted to gene IDs using bioDBnet (https://biodbnet-abcc.ncifcrf.gov) (Mudunuri et al., 2009).

## Results

### Generation of *Tg(myo6b:GFP-2A-rpl10a-3xHA)* zebrafish to create the *Tg(myo6b:RiboTag)* model

To create a RiboTag zebrafish model that would allow for enrichment of the inner ear and lateral line HC translatome, we utilized the *rpl10a* gene, which has previously been used to effectively immunoprecipitate ribosomes in zebrafish via a GFP tag (Tryon et al., 2013). However, instead of an Rpl10a-GFP fusion protein, here we use an Rpl10a-3xHA fusion protein for the ribosomal pulldown. To drive Rpl10a-3xHA expression in HCs we utilized the HC-promoter *myo6b*, which has been shown to specifically drive expression of downstream genes in zebrafish inner ear and lateral line HCs (Obholzer et al., 2008). The construct is engineered to express Rpl10a-3xHA together with GFP bi-cistronically using the viral P2A peptide, resulting in the *myo6b:GFP-2A-rpl10a-3xHA* construct (Figure 1A). This construct was injected into zebrafish embryos at the one-cell stage to create a stable *Tg(myo6b:GFP-2A-rpl10a-3xHA)* transgenic line, referred to here as our *Tg(myo6b:RiboTag)* model. To confirm Rpl10a-3xHA was localizing properly in HCs, we immunostained our *Tg(myo6b:RiboTag)* zebrafish with an anti-HA antibody at 5 or 6 dpf, when HCs in the inner ear and along the lateral line have developed. As expected, we observed both GFP and HA signal localizing to the cytosol of inner ear and lateral line HCs (Figures 1B,C). Consistent with previously observed Rpl10a-GFP localization in *xef1*α>TRAP zebrafish (Tryon et al., 2013), the HA staining in the HCs of the *Tg(myo6b:RiboTag)* zebrafish also shows nucleolar localization (Figure 1C, white arrows), indicating that our model is localizing Rpl10a-3xHA properly.

**Figure 1:**
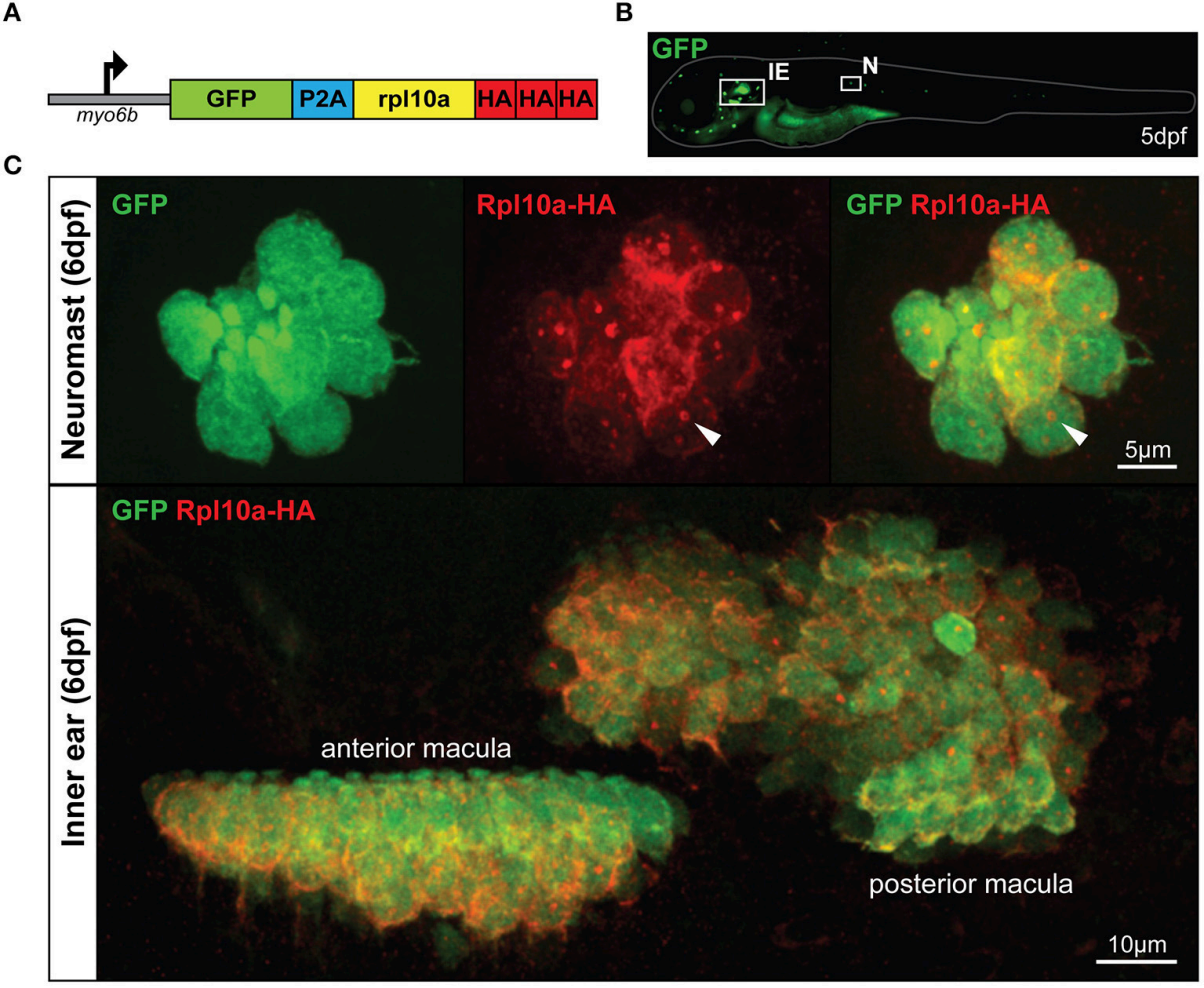
The *Tg(myo6b:RiboTag)* zebrafish. **(A)** Schematic representation of the GFP-2A-rpl10a-3xHA construct driven by the HC-specific *myo6b* promoter. **(B)** Representative image of a live *Tg(myo6b:RiboTag)* zebrafish at 5 dpf showing GFP expression in the inner ear (IE) and lateral line neuromasts (N). **(C)** Immunohistochemistry using an HA antibody showing that Rpl10a-HA expression overlaps with GFP expression specifically within the HCs of the inner ear and neuromasts. White arrows denote nucleolar Rpl10a-HA staining.

### Ribosome immunoprecipitation isolates the HC translatome from *Tg(myo6b:RiboTag)* zebrafish

In order to test whether the *Tg(myo6b:RiboTag)* zebrafish could be used to analyze gene expression of the inner ear and lateral line HCs, we next adapted the RiboTag immunoprecipitation protocol described in Sanz et al. (2009) to capture the HC translatome at 5 dpf (Figure 2A) using fresh or frozen embryos. We chose 5 dpf as the time point for our experiment, as this time point allows us to compare our results to other previously published HC gene expression datasets also generated using 5 dpf larvae. This technique yields ~50 ng of immunoprecipitated RNA (IP, average RNA concentration = 3.5 ± 2.3 ng/μL in 16 μL elution volume) and 660 ng of input control RNA (IN, average RNA concentration = 41.3 ± 24.6 ng/μL in 16 μL elution volume) per fifty homogenized *Tg(myo6b:RiboTag)* larvae (*n* = 19 IPs). Because of the amount of homogenate used for immunoprecipitation, these quantities of RNA correspond to ~330 ng of input RNA and ~1 ng immunoprecipitated RNA per larvae. Interestingly, while analysis of the IN samples showed characteristic ratio of 1.6–2 between the 28s to 18s rRNA, representing intact RNA components of the 60S and 40S ribosomal subunits respectively, the IP samples showed ratios >2.5, indicating reduced levels of 18s rRNA (Figure 2B). This observation is consistent with the zebrafish ribosomal immunoprecipitation results in Tryon et al. (2013), and is thought to be a result of tagging the 60S subunit of the ribosome (of which Rpl10a is a component). Overall, these results indicate that high quality RNA in amounts suitable for downstream analyses such as RT-qPCR and RNA sequencing (RNA-Seq) can be obtained using the *Tg(myo6b:RiboTag)* fish along with our immunoprecipitation protocol.

**Figure 2:**
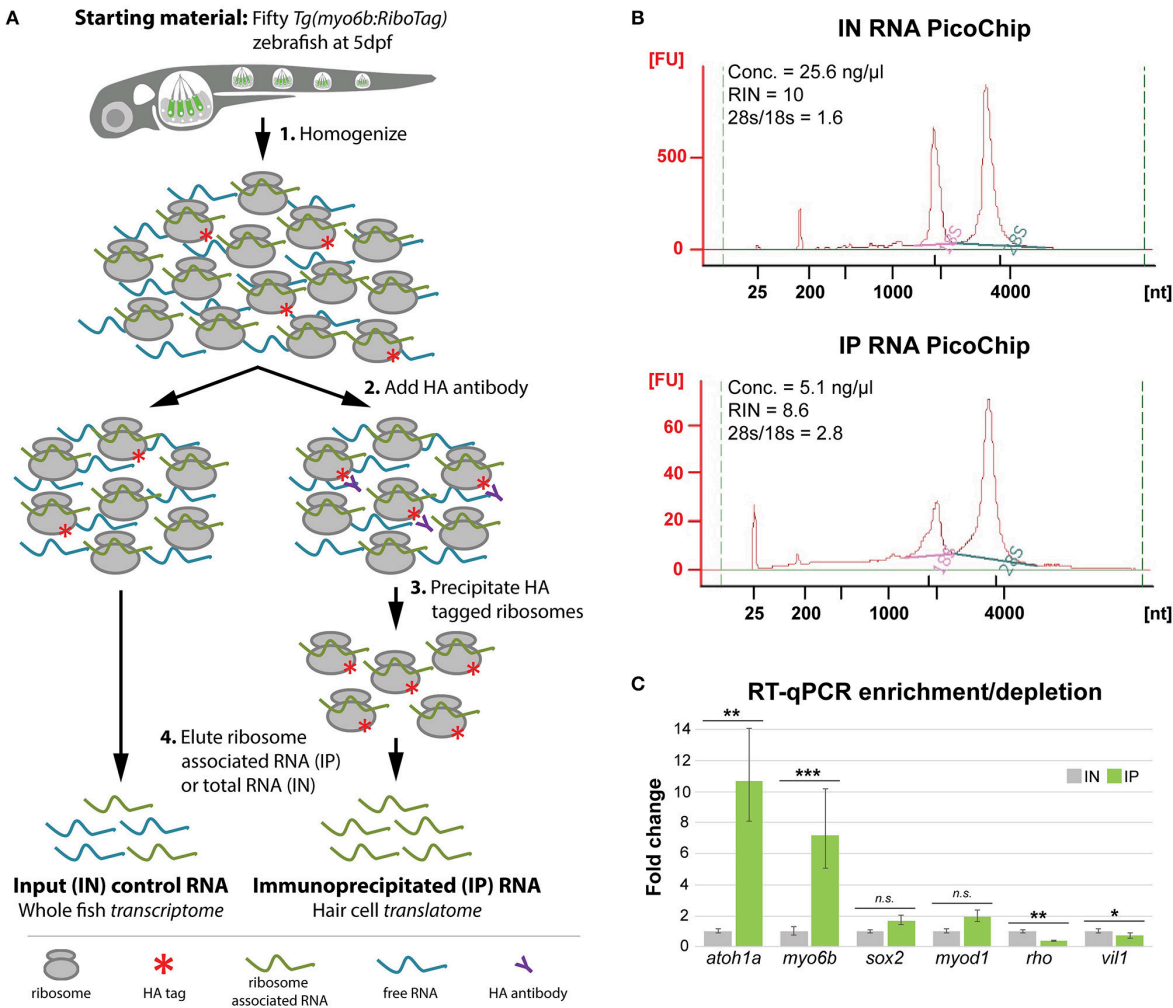
HC ribosome immunoprecipitation pulls down HC-specific transcripts. **(A)** Explanation of the HA-tagged ribosome immunoprecipitation protocol (see Methods for more information). **(B)** Agilent Bioanalyzer PicoChip outputs showing that input (IN) and immunoprecipitated (IP) RNA quality is comparable between sample types despite reduced levels of 18S rRNA in the IP samples. This observation is consistent with previous zebrafish ribosome immunoprecipitation protocols (Tryon et al., 2013). **(C)** RT-qPCR results showing that transcripts for known HC-expressed genes such as *atoh1a* and *myo6b* are significantly enriched by HA-tagged ribosome immunoprecipitation, whereas transcripts for genes not specifically expressed in HCs are either not significantly enrichened (*sox2, myod1*) or depleted (*rho, vil1*). Error bars represent fold change ± standard deviation, and statistical significance was assessed by two-tailed Welch's *t*-test (*n* = 10). *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001.

After establishing our protocol, we next aimed to validate whether the immunoprecipitation step was efficiently pulling down RNA from HCs. For this analysis, we used RT-qPCR to determine the relative transcript abundance of known HC expressed genes between IN and IP samples. As expected, immunoprecipitation of HA-tagged ribosomes resulted in significant enrichment of transcripts for the HC expressed genes *atoh1a*, which encodes a transcription factor necessary for HC development, and *myo6b*, the promoter of which is used to drive *rpl10a-3xHA* expression in this model (Figure 2C) (Seiler et al., 2004; Millimaki et al., 2007). We did not observe significant differences in transcript abundance for the supporting cell expressed gene *sox2* or the muscle expressed gene *myod1*. However, we observed significant depletion of the eye specific gene *rho* and gut specific gene and *vil1* in the RNA obtained from the IP compared to the IN. These results indicate that the protocol adapted for the *Tg(myo6b:RiboTag)* ribosome immunoprecipitation is able to specifically enrich for transcripts of HC expressed genes, while also depleting, to a varying extent, transcripts expressed in other cell types.

### RNA sequencing of IP and in samples from *Tg(myo6b:RiboTag)* zebrafish

After confirming the efficiency of immunoprecipitation protocol, we next sought to perform an unbiased and systematic analysis of the utility of the *Tg(myo6b:RiboTag)* model as a tool to study the zebrafish HC translatome. We therefore performed RNA-Seq on IP and IN samples in atleast three biological replicates from 5 dpf *Tg(myo6b:RiboTag)* zebrafish. 

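RNA from pools of 50 larvae at 5 dpf was sequenced from 3 IP samples and 4 IN samples. The IP samples hold the RNA bound to HA-tagged ribosomes of HCs, and the IN samples hold the total RNA of whole-larva homogenates. By the methods, each input was set aside from a homogenate that then entered an IP, and Supplementary Table 1 calls the samples paired. The authors aligned the reads to GRCz10 and deposited, for each library, an RPKM value for 32266 Ensembl gene IDs. These values count reads over the whole gene span, introns included, per kilobase of span, scaled by the library's mapped alignments. The mapped alignments were 56438794, 55235936 and 58619896 in IP replicates 1 to 3, and 73041979, 96662941, 118054501 and 122842749 in IN replicates 1 to 4. From RPKM, span and this total, 100% of the values came out as whole reads in every library. Each IP library had fewer mapped alignments than every IN library. The methods state a read depth per sample that is above the total reads Supplementary Table 1 lists for the IP libraries and for IN replicates 1 and 2, and the values here use the mapped alignments. The fit compared the 3 IP libraries with IN replicates 1 to 3, because these correspond to the 3 IN columns of Supplementary Data Sheet 1. This fit did not use the pairing. IN replicate 4 entered as an alternative, and so did a pairing by replicate number. Each library's RPKM was divided by a median-of-ratios size factor, a normalization that DEseq applies to read counts, and log2(scaled RPKM + 0.1) was tested with limma. Fold changes are on this scale, which understates the change of genes with low RPKM. The paper instead tested read counts over coding regions with DEseq. No 2 replicates held identical values, and each replicate pair differed by more than the sampling noise of its reads (chi-square per degree of freedom of 61.9 or more).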

In total, 17,164 genes were detected as expressed in our IN and IP samples based on our criteria (IN and IP counts per million [CPM] > 0.01 in all samples), allowing for a direct comparison of expression levels (see Supplementary Data Sheet 1). 

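With RPKM above 0 in all 6 libraries of the fit as the measure of expression, 22371 of the 32266 gene IDs were called expressed. Requiring all 7 libraries left 22357. The count depended most on the minimum, since an RPKM of at least 0.1 in every library left 9389 genes. In the IP libraries, between 7149 and 8241 gene IDs were listed at 0, and in the IN libraries between 4174 and 4511.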

Of these, transcripts for 2,379 genes were significantly enriched in IP samples compared to IN (fold change > 2, IP CPM > 1, false discovery rate [FDR] < 0.05), and transcripts of 2,258 genes were significantly depleted in IP samples compared to IN (fold change < 0.5, IN CPM > 1, FDR < 0.05) (Figure 3A). 

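Among the 22371 tested genes, 1591 were enriched in IP (fold change above 2, mean RPKM in IP above 0.5, limma adjusted p below 0.05) and 2827 were depleted (fold change below 0.5, mean RPKM in IN above 0.5, the same adjusted p). With the replicate number as a block in the fit, the counts were 1587 enriched and 2780 depleted. By the replicate numbers of the labels, the mean correlation of same-numbered IP and IN libraries' deviations from the group means was -0.10. The value for differently numbered libraries, 0.055, is largely set by the centring and carries little more. The pairing by the numbers of Supplementary Table 1 was not tested. With all 7 libraries the counts were 1506 and 2854. Both counts rest on the scaling. The size factors lay between 0.45 and 1.02 in IP and between 1.53 and 1.75 in IN, and the median gene had a log2 RPKM difference of -1.34 between IP and IN as deposited. Fold changes are given relative to that median. On the RPKM as deposited, 554 genes were enriched and 6616 depleted.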

As an internal control, we first analyzed transcript enrichment and depletion of the same HC and non-HC expressed genes used in our RT-qPCR analysis (Figure 2C) and saw parallel results (Figure 3B). Our RNA-Seq analysis also found that transcripts for the known HC genes *atoh1a* and *myo6b* are significantly enriched in the IP samples compared to IN.

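atoh1a (ENSDARG00000055294) lies on chromosome 8 of GRCz10 from 29584754 to 29586383. Its scaled RPKM was 2.49 ± 0.201 (SD, n = 3) in IP and 0.848 ± 0.0547 (SD, n = 3) in IN, a log2 fold change of 1.45 (standard error 0.14, adjusted p = 0.000633 from limma with Benjamini-Hochberg adjustment). myo6b (ENSDARG00000042141), whose promoter drives the transgene, lies on chromosome 17 of GRCz10 from 36733140 to 36894549. Its scaled RPKM was 0.175 ± 0.0302 (SD, n = 3) in IP and 0.056 ± 0.00554 (SD, n = 3) in IN, a log2 fold change of 0.81 (standard error 0.12, adjusted p = 0.00266) in the same fit. The pseudocount of 0.1 is above the IN value of myo6b and shrinks its fold change. With edgeR, run on the reads recovered from RPKM and chosen after the values were seen, the fold change was 3.06 for myo6b and 2.88 for atoh1a. For both genes every IP library was higher than every IN library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 1.39 and 1.52 for atoh1a and between 0.74 and 1.00 for myo6b. Without the scaling between libraries the values were 0.22 and 0.19. The span of atoh1a lies within a longer feature of 54429 bases, which held 1168 reads in the IP libraries against 467 for atoh1a. The other genes of Figure 3B were not analysed here, because the tables at hand do not pair their names with Ensembl IDs.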

**Figure 3:**
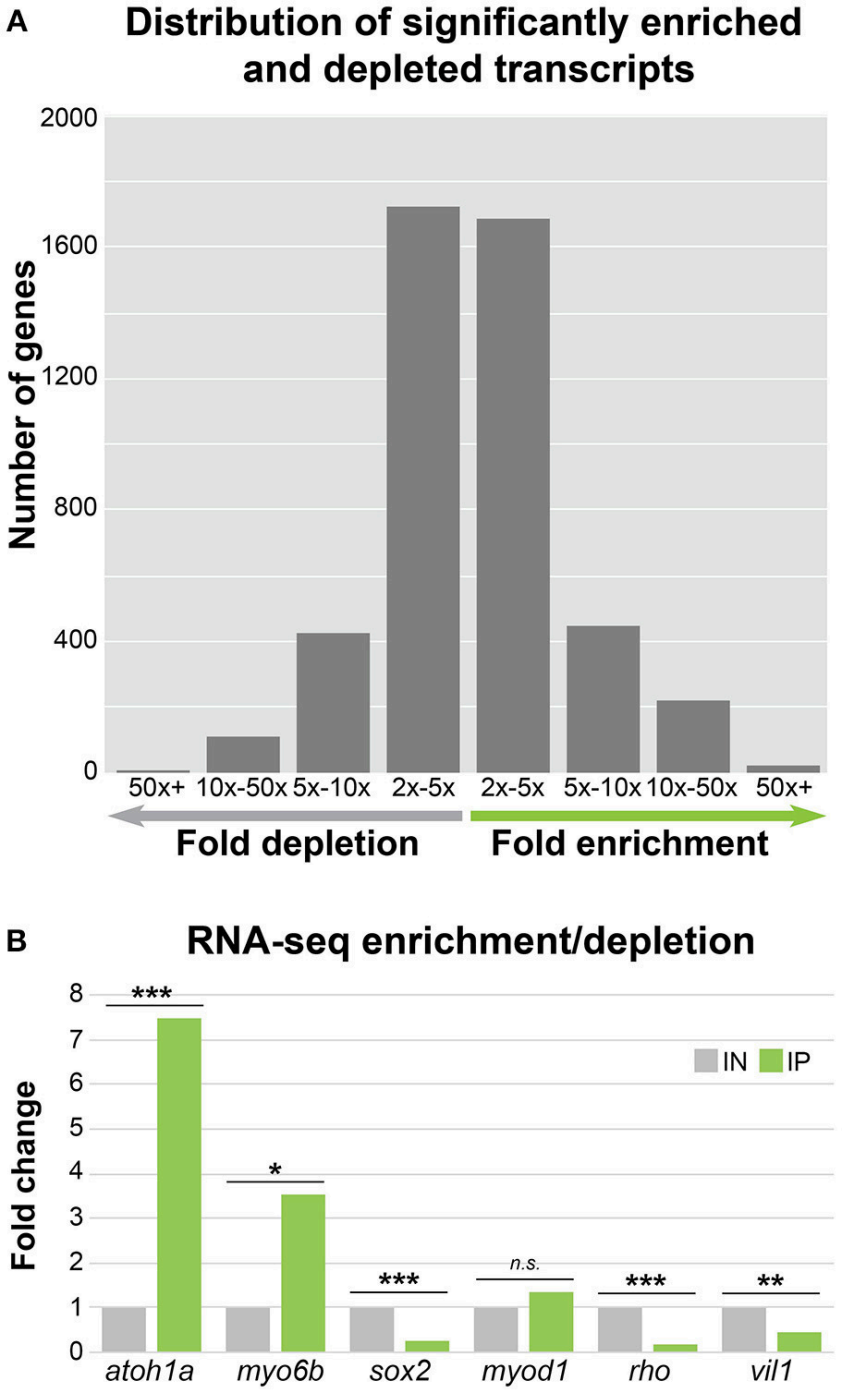
HC ribosome immunoprecipitation can reliably detect HC enriched and depleted transcripts by RNA-Seq. **(A)** Bar graph showing the distribution of significantly enriched and depleted transcripts in the IN vs. IP samples binned by fold change range. For genes with depleted transcripts in the IP samples, the number of genes per bin is as follows: 2x − 5x = 1726, 5x − 10x = 422, 5x − 10x = 109, and 50x + = 1. For IP enriched gene transcripts, the number of genes per bin is as follows: 2x − 5x = 1685, 5x − 10x = 450, 5x − 10x = 223, and 50x + = 21. **(B)** RNA-Seq fold change enrichment and depletion of HC expressed and non-expressed genes replicates the results obtained by RT-qPCR (Figure 2C). Statistical significance was assessed using DEseq (see Methods). *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001.

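Of the enriched genes, 1070 (67.3%) had a fold change from 2 to 5, 311 from 5 to 10, 204 from 10 to 50 and 6 of 50 or more. Of the depleted genes, 2474 (87.5%) were reduced 2 to 5 times, 292 5 to 10 times, 60 10 to 50 times and 1 50 times or more. With a pseudocount of 0.01, the genes past 5-fold numbered 619 enriched and 802 depleted. The count of genes enriched 50-fold or more depended on single libraries. It was 15 without IP replicate 1 and 1 without IP replicate 3.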

As shown in Figure 3A, the majority of transcripts found to be significantly enriched or depleted in the IP compared to the IN samples had a two to five-fold-change in transcript abundance. This large number of genes with small differences in transcript abundance between IP and IN could be attributed to the likelihood that many HC-expressed genes are also expressed in other cell types. Because our protocol isolates RNA from whole, intact larvae, concomitant enrichment and depletion of RNA expressed in both HCs and other cell types could lower the overall fold change values for HC enrichment and depletion. Therefore, in order to restrict our analyses to genes with a preferential expression in HCs compared to other tissues, we focused on genes with high fold-change transcript enrichment in the IP samples. A gene ontology (GO) analysis of the genes with five-fold or greater transcript enrichment in IP compared to IN samples (*n* = 694) identified “detection of mechanical stimulus” as a top enriched GO term (Table 1, GO associated with HC function in bold). This same analysis was also performed on the genes with five-fold or greater depletion in the IP compared to IN samples (*n* = 532), resulting in top GO terms including “detection of light stimulus” and “visual perception” (Table 2, in bold). 

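521 genes were enriched 5-fold or more. The 5 genes of Table 1 under detection of mechanical stimulus all had higher values in every IP library than in every IN library, and 4 of them had a fold change above 2 at an adjusted p below 0.05 from limma. The table holds genes that the paper found enriched in the same samples. The lowest was loxhd1a, with a log2 fold change of 0.85 (standard error 0.19, adjusted p = 0.0103), and the highest dennd5a, with 3.76 (standard error 0.31, adjusted p = 0.000423). The mean scaled RPKM of loxhd1a, 0.0961 in IP and 0.00617 in IN, lay below the pseudocount of 0.1, which shrinks its fold change. With edgeR on the recovered reads its fold change was 15.1, and all 5 genes were enriched 5-fold or more. A feature that shares 75004 bases with the span of dennd5a held 25746 reads in the IP libraries against 25407 for dennd5a. tmc2a (ENSDARG00000033104, chromosome 5 of GRCz10 from 54598757 to 54629158) rose from 0.0146 ± 0.00471 to 0.846 ± 0.434 scaled RPKM (SD, n = 3).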

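353 genes were depleted 5-fold or more. The genes that Table 2 lists under these terms were not analysed here, because their names are not paired with Ensembl IDs in the tables at hand. Among the genes past the thresholds with every IP library below every IN library, the 2 largest decreases were on the mitochondrial chromosome. ENSDARG00000063910, from 8894 to 9058 on chromosome MT, had 34.3 ± 8.97 scaled RPKM in IP and 2147 ± 497 in IN (SD, n = 3), a log2 fold change of -5.97 (standard error 0.29, adjusted p = 0.000181) from limma. ENSDARG00000063911 overlaps it by 7 bases, from 9052 to 9735, and had a log2 fold change of -4.77 (standard error 0.24, adjusted p = 0.000181).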

Together with our RT-qPCR, our RNA-Seq, and GO analysis of five-fold enriched transcripts support that our *Tg(myo6b:RiboTag)* model and immunoprecipitation protocol can enrich for the zebrafish HC translatome.

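Of the 7 genes of Table 1 under sensory perception of mechanical stimulus, 6 had a fold change above 2 at an adjusted p below 0.05 from limma, and all were higher in every IP library than in every IN library. These too had been found enriched in the same samples. With edgeR on the recovered reads, all 7 were enriched 5-fold or more. pcdh15b (ENSDARG00000008127, chromosome 12 of GRCz10 from 6532730 to 6871872) had a log2 fold change of 2.36 (standard error 0.49, adjusted p = 0.00844). From the RT-qPCR, the RNA-Seq and the GO analysis, the paper proposes that the model and the immunoprecipitation protocol can enrich for the zebrafish HC translatome.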

**Table 1:** Gene ontology analysis of hair cell enriched genes.

**GO biological process complete**	**# in Reference**	**# in input**	**# expected**	**Fold enrichment**	**FDR**	**Genes**
miRNA mediated inhibition of translation	9	5	0.21	24.32	0.00252	*trim71 tnrc6b tnrc6a tnrc6c1 ago2*
Skeletal muscle contraction	23	5	0.53	9.52	0.0373	*CU929259 tnni1c tnnc1b CU929259 tnni1d*
**detection of mechanical stimulus**	25	5	0.57	8.76	0.0496	*tmc2a loxhd1a loxhd1b dennd5a lhfpl5a*
**sensory perception of mechanical stimulus**	48	7	1.1	6.37	0.0283	*tmc2a pcdh15b atp2b1a lhfpl5a mecp2 BX572619 dcdc2b*
**neuromast development**	62	8	1.42	5.64	0.0237	*atoh1a pcsk5a slc12a5b atp2b1a pho BX572619 erbb2 dcdc2b*
Steroid hormone mediated signaling pathway	77	9	1.76	5.11	0.0198	*vdra abhd2a pparda thrab rorb rorcb nr6a1b thrb nr0b2a*
mRNA metabolic process	299	19	6.84	2.78	0.0182	*celf4 ptbp3 qkib rbbp6 rbmx2 crnkl1 snrnp70 tnrc6a nova2 rbm25a exosc7 qkia kiaa0907 exosc3 coil snrpa aqr dicer1 ago2*
Transcription, DNA-templated	841	43	19.24	2.23	0.00093	*hdac4 hoxb1a pou6f2 vdra nfia rest stat2 hoxb3a foxh1 brf2 pparda hoxc6b bhlhe41 hoxa1a thrab rorb ncoa1 gtf2a1l nfat5a eed rorcb mef2b nrarpa mef2aa nr6a1b clocka med19a pou2f1b tcf3a jarid2b thrb onecut2 BX005395 twistnb onecut1 mecp2 ccnd1 hoxa1a znf367 nr0b2a pou2f2a asxl2 nfic*
Regulation of transcription, DNA-templated	1703	71	38.97	1.82	0.00092	*hdac4 hoxb1a nkap pou6f2 pde8b vdra nfia rest mkl2a stat2 hoxb3a foxh1 brf2 pparda hoxc6b has2 tcf3a bhlhe41 hoxa1a thrab gfi1aa trps1 rorb atoh1a foxj3 ncoa1 crebrf zfhx4 fosl1a nfat5a eed rfx7 rorcb tomm20a ches1 mef2b nrarpa CU633479 mef2aa nr6a1b clocka hmbox1b med19a pou2f1b tcf3a jarid2b thrb BX511021 cica onecut2 pbxip1b zfhx3 BX005395 onecut1 mecp2 rbpja foxb1b ccnd1 hnf1a hoxa1a tbl1xr1b mycbp znf367 nr0b2a pou2f2a crtc1a ago2 asxl2 nfic dot1l rbpjb*

**Table 2:** Gene ontology analysis of hair cell depleted genes.

**GO biological process complete**	**# in Reference**	**# in Input**	**# expected**	**Fold enrichment**	**FDR**	**Genes**
Antibiotic catabolic process	4	3	0.07	41.55	0.024	*esd cat amdhd2*
ATP synthesis coupled electron transport	43	7	0.78	9.02	0.00537	*AC024175.9 (*associated with *mt-nd4l mt-cyb mt-nd2 mt-co1 mt-nd4 mt-nd5)*
**Detection of light stimulus**	38	6	0.69	8.75	0.0176	*opn1mw1 gnat2 rho lamc1 opn1sw1 (*also associated with *opn1sw2)*
Pyruvate metabolic process	43	6	0.78	7.73	0.0275	*hkdc1 aldoca eno2 pdha1b aldoaa pkmb*
ATP biosynthetic process	64	8	1.16	6.93	0.00767	*hkdc1 aldoca eno2 AC024175.9 (*associated with *mt-atp6) aldoaa BX901937 pkmb*
**Visual perception**	97	12	1.75	6.85	0.00022	*opn1mw1 kera gnat2 rho lamc1 cryaa crx aoc2 irbp vsx2 opn1sw1 (*also associated with *opn1sw2)*
Proton transmembrane transport	57	7	1.03	6.8	0.0194	*atpv0e2 AC024175.9 (*associated with *mt-co1 mt-atp6) BX901937 atp6v0b atp6v1b2*
Regulation of cell growth	97	9	1.75	5.14	0.0179	*igfbp7 osgn1 ncaldb chrna1 casp9 epb41l3b lamtor2 dpysl2b arl3l1*
Coenzyme biosynthetic process	116	9	2.1	4.3	0.0436	*aldoca eno2 spra mat2al pdha1b aldoaa ndufa9b pkmb*
Nucleobase-containing compound catabolic process	153	11	2.77	3.98	0.0239	*hkdc1 aldoca eno2 upf3a smg5 pcid2 polr2gl aldoaa dis3 dnase1l3l pkmb*
Cellular protein localization	497	23	8.99	2.56	0.0115	*vps11 copb1 ap2m1b ap4e1 smg5 tomm40l vps29 pcid2 glrbb chrna1 atg9a copa wipi2 epb41l3b BX901937 grpel2 nmd3 hsc70 sx1b napgb pttg1ipb sec24d lamtor2*
Protein transport	530	24	9.59	2.51	0.0113	*arcn1b vps11 rab4a copb1 ap2m1b ap4e1 smg5 tomm40l vps29 pcid2 rab10 tsg101a atg9a copa tvp23b BX901937 (*associated with *Zgc:165520 vps37c) grpel2 nmd3 snx1b napgb jagn1a pttg1ipb sec24d*
System development	2,933	79	52.94	1.49	0.0437	*tfap2b cdh7 tyrp1b inpp5b wif1 vps11 rab4a ecrg4b igfbp7 copb1 slc2a2 slc35b2 col17a1b ponzr1 epb41b ncaldb fosab rab10 slc4a1a PPP1CC pou4f2 slc33a1 dacha ruvbl2 chrna1 snapc2 gdpd3a celsr2 copa rapsn ephb4a smyd1b casp9 lingo2a inpp5kb mcm3 olfm2a aldoaa grhl2a rtn4r BX470189 fez1 lamc1 dhps cryaa itm2bb id4 klhl40a camk1db crx lrfn4b rel lhx1a jagn1a inab scinla lamb2 padi2 anos1a slitrk6 zic6 CRIP2 plppr1 pttg1ipb sec24d polr3b ugdh SLITRK1 atp6v0b dpysl2b mab21l2 pou3f1 arl3l1 hpse lrrn1 PDCL3 dnase1l3l spry4 six3a*

### Immunoprecipitation enriches for known HC expressed transcripts

We next wanted to assess the efficiency of our model for enriching for other genes known to be expressed in zebrafish HCs. Therefore, we analyzed our transcripts with five-fold or greater enrichment (*n* = 694) and depletion (*n* = 532), from here on name “enriched” and “depleted” gene sets, using the Zebrafish Expression Ontology of Gene Sets (ZEOGS) tool (Prykhozhij et al., 2013). This online tool can be used to detect overrepresented anatomical structures based on known gene expression patterns from the Zebrafish Information Network (ZFIN) (Howe et al., 2013). 

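Of 17 genes recorded as expressed in the neuromast (cabp2b, morn3, pcsk5a, rorb, s100t, atp2b1a, gfi1aa, otofa, wasa, pho, bdnf, pvalb8, tmc2a, tmc2b, s100s, myclb, atoh1a), all were higher in every IP library than in every IN library, and 12 had a fold change above 2 at an adjusted p below 0.05 from limma. These genes had been selected as enriched in the same samples. Their log2 fold changes ran from 0.56 for pcsk5a to 3.52 for s100s, with a median of 1.49. s100s (ENSDARG00000036773) lies on chromosome 19 of GRCz10 from 7676901 to 7690361 and had a scaled RPKM of 10.4 ± 4.91 (SD, n = 3) in IP and 0.746 ± 0.12 (SD, n = 3) in IN. The HC genes of the anterior macula (atp2b1a, tmc2a and otofa) and of the posterior macula (atp2b1a and tmc2a) passed the same thresholds. With a pseudocount of 0.01 in place of 0.1, 17 neuromast genes passed. With a pseudocount of 1, 6 did, and 6 did on the RPKM as deposited.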

When analyzing the enriched gene set, the top result for overrepresented anatomy is “neuromast,” and also includes the inner ear HC types “hair cell anterior macula” and “hair cell posterior macula” (Table 3). We also performed a ZEOGS analysis on the highly depleted genes, resulting in the top term of “retinal photoreceptor layer” and no results related to the inner ear or neuromast hair cells (Supplementary Table 2). This indicates that the *Tg(myo6b:RiboTag)* immunoprecipitation is capturing transcripts of genes experimentally validated to be expressed in neuromast and inner ear HCs.

**Table 3:** ZEOGS analysis of HC enriched transcripts.

**Anatomical term**	**Corrected *p*-value**	**Genes**
Neuromast	0.00052	*cabp2b morn3 pcsk5a rorb s100t atp2b1a gfi1aa otofa wasa pho bdnf pvalb8 tmc2a tmc2b s100s myclb atoh1a*
Levator operculi	0.06849	*tnnc1b smyhc2*
Hair cell anterior macula	0.07032	*atp2b1a tmc2a otofa*
Hyohyoideus	0.07515	*myha tnnc1b smyhc2*
Olfactory epithelium	0.0832	*tnks1bp1 cnga3a s100t dlg2 bdnf s100s s100a1 elavl3*
Olfactory bulb	0.0915	*klf7a mef2aa fabp10b plxnb2b s100t dlg2 bdnf pvalb8 s100s cadm1b igdcc3*
Hair cell posterior macula	0.09839	*atp2b1a tmc2a*

Zebrafish have proved to be a highly useful animal model for studying the normal development and function of HCs, as well as for dissecting the mechanistic consequences of gene mutations that cause human hearing loss (Lieschke and Currie, 2007). For this reason, we next probed our RNA-Seq dataset to detect zebrafish homologs of known human syndromic and non-syndromic deafness causing genes reported on the Hereditary Hearing Loss Homepage (http://hereditaryhearingloss.org) (Van Camp and Smith, 2017). 

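All 36 deafness genes of Table 4 were higher in IP by their log2 fold change, at most 2.53 for lhfpl5b, and 34 were higher in every IP library than in every IN library. The paper had selected these genes as enriched in the same samples. An adjusted p below 0.05 from limma was reached by 30, and a fold change above 2 as well by 16. With unadjusted p below 0.05, 17 passed. For lhfpl5b, IN replicate 2 was lower than the other IN libraries, with a scaled RPKM of 0.0498 against 0.112 or more when the size factors were computed over all 7 libraries. The median of their mean RPKM in IP was 0.243, against a pseudocount of 0.1. With a pseudocount of 0.01, 28 had a fold change above 2 and an adjusted p below 0.05, and with a pseudocount of 1 only 1 did. On the RPKM as deposited, 7 of the 36 were lower in IP.

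**Figure D1:**
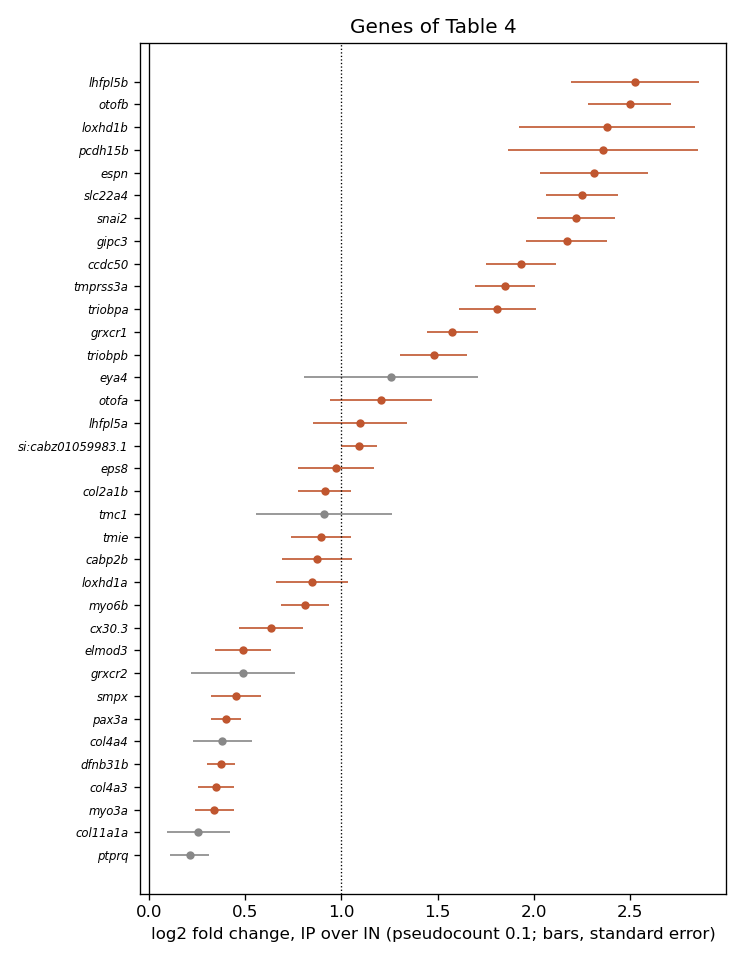
Log2 fold change of IP over IN for 35 of the 36 genes of Table 4, with bars for the standard error. Orange points have an adjusted p below 0.05, grey points do not, and the dotted line marks a fold change of 2. All points lie above 0, while without the scaling between libraries 7 of them lie below 0.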

In total, we found that 36 deafness genes were significantly enriched in our zebrafish HC IP samples compared to IN (fold change > 2, *p*-value < 0.05), of which 27 remained significant after taking into account multiple testing (Table 4, bold values denote FDR < 0.05). 

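Of the 13 genes of Table 4 that carry a citation for expression in the zebrafish inner ear or HCs, 4 had a fold change above 2 at an adjusted p below 0.05 from limma, and 10 reached that adjusted p at any fold change. Of the 23 genes without a citation, 12 and 20 did. Among the genes without a citation, gipc3 (ENSDARG00000053074, chromosome 22 of GRCz10 from 3284403 to 3308973) had a scaled RPKM of 0.535 ± 0.167 (SD, n = 3) in IP and 0.0376 ± 0.00306 (SD, n = 3) in IN. On the RPKM as deposited, 2 of the 13 genes with a citation and 5 of the 23 without were lower in IP. The lowest was col11a1a, which has a citation, with a log2 fold change of -0.94. The difference between the groups of genes was not tested.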

Importantly, only 13 of these genes have been previously reported in the literature to be expressed in the developing zebrafish inner ear or HCs, which indicates that the *Tg(myo6b:RiboTag)* model is effective in identifying genes not previously known to be expressed in zebrafish HCs.

**Table 4:** Fold change enrichment of human deafness gene homologs in *Tg(myo6b:RiboTag)* IP samples.

**Ensembl ID**	**Zebrafish gene name**	**Human homolog**	**Human disease**	**Fold enrichment in zebrafish HCs**	***p*-value**	**FDR**	**Previously reported expression in zebrafish HCs**
ENSDARG00000074638	*loxhd1b*	*LOXHD1*	AR non-syndromic deafness	77.35484	3.01E−57	**1.6E**–**53**	NA
ENSDARG00000094738	*loxhd1a*	*LOXHD1*	AR non-syndromic deafness	47.78006	8.84E−20	**1.63E**–**17**	NA
ENSDARG00000056386	*tmc1*	*TMC1*	AD and AR non-syndromic deafness	15.46066	0.00102	**0.007132**	Maeda et al., 2014; Erickson et al., 2017
ENSDARG00000053074	*gipc3*	*GIPC3*	AR non-syndromic deafness	15.4136	4.61E−26	**1.7E**–**23**	NA
ENSDARG00000105391	*si:cabz01059983.1*	*STRC*	AR non-syndromic deafness	14.00558	7.37E−16	**7.78E**–**14**	NA
ENSDARG00000056458	*lhfpl5b*	*LHFPL5*	AR non-syndromic deafness	12.75537	2.74E−07	**5.53E**–**06**	NA
ENSDARG00000020581	*otofb*	*OTOF*	AR non-syndromic deafness	12.37504	4.49E−29	**2.6E**–**26**	Chatterjee et al., 2015
ENSDARG00000105434	*grxcr1*	*GRXCR1*	AR non-syndromic deafness	10.61186	4.21E−07	**8.07E**–**06**	NA
ENSDARG00000053692	*grxcr2*	*GRXCR2*	AR non-syndromic deafness	10.00353	0.011347	0.052075	NA
ENSDARG00000074742	*elmod3*	*ELMOD3*	AR non-syndromic deafness	7.635278	0.043045	0.145634	NA
ENSDARG00000053315	*tmprss3a*	*TMPRSS3*	AR non-syndromic deafness	7.302665	2.63E−15	**2.52E**–**13**	NA
ENSDARG00000008849	*ptprq*	*PTPRQ*	AR non-syndromic deafness	6.882463	0.030491	0.11237	NA
ENSDARG00000008127	*pcdh15b*	*PCDH15*	Usher syndrome type 1F and 1D, AR non-syndromic deafness	6.751992	6.03E−09	**1.81E**–**07**	Seiler et al., 2005; Maeda et al., 2014
ENSDARG00000076414	*espn*	*ESPN*	AR non-syndromic deafness	6.702256	0.00318	**0.018583**	NA
ENSDARG00000030832	*otofa*	*OTOF*	AR non-syndromic deafness	6.1553	6.87E−12	**3.71E**–**10**	Thisse and Thisse, 2004; Chatterjee et al., 2015
ENSDARG00000040046	*snai2*	*SNAI2*	Waardenburg syndrome	5.542076	1.21E−13	**9.15E**–**12**	NA
ENSDARG00000052277	*cabp2b*	*CABP2*	AR non-syndromic deafness	5.462416	1.59E−13	**1.18E**–**11**	Di Donato et al., 2013
ENSDARG00000045023	*lhfpl5a*	*LHFPL5*	AR non-syndromic deafness	5.390774	0.002062	**0.012931**	Erickson and Nicolson, 2015
ENSDARG00000075870	*triobpa*	*TRIOBP*	AR non-syndromic deafness	5.012163	6.12E−13	**4.04E**–**11**	NA
ENSDARG00000005335	*slc22a4*	*SLC22A4*	AR non-syndromic deafness	4.781316	0.000239	**0.002071**	NA
ENSDARG00000029482	*ush2a*	*USH2A*	Usher syndrome type 2A	4.61055	0.047798	0.157459	Blanco-Sánchez et al., 2014
ENSDARG00000105136	*ccdc50*	*CCDC50*	AD non-syndromic deafness	4.590251	9.01E−11	**3.98E**–**09**	NA
ENSDARG00000006385	*triobpb*	*TRIOBP*	AR non-syndromic deafness	3.836217	5.98E−08	**1.44E**–**06**	NA
ENSDARG00000042141	*myo6b*	*MYO6*	AD and AR non-syndromic deafness	3.512935	0.007429	**0.037159**	Seiler et al., 2005; McDermott et al., 2007
ENSDARG00000010192	*pax3a*	*PAX3*	Waardenburg syndrome	3.496733	0.038943	0.134993	NA
ENSDARG00000012397	*eya4*	*EYA4*	AD non-syndromic deafness	3.495119	0.000225	**0.001968**	Kozlowski et al., 2005; Wang et al., 2008
ENSDARG00000069423	*tmie*	*TMIE*	AR non-syndromic deafness	3.285445	0.00012	**0.001138**	Shen et al., 2008; Gleason et al., 2009
ENSDARG00000068166	*dfnb31b*	*WHRN*	Usher syndrome type 2D, AR non-syndromic deafness	2.864421	0.010032	**0.047095**	Blanco-Sánchez et al., 2014
ENSDARG00000011407	*col2a1b*	*COL2A1*	Stickler syndrome	2.802449	0.002457	**0.014951**	NA
ENSDARG00000102128	*eps8*	*EPS8*	AR non-syndromic deafness	2.782384	0.000132	**0.001236**	NA
ENSDARG00000010186	*myo3a*	*MYO3A*	AR non-syndromic deafness	2.523912	0.011106	0.051163	NA
ENSDARG00000045302	*smpx*	*SMPX*	X-linked non-syndromic deafness	2.435658	0.000595	**0.004516**	NA
ENSDARG00000042707	*cx30.3*	*GJB2*	AD keratitis-ichthyosis-deafness syndrome, AD and AR nonsyndromic deafness	2.33159	0.000102	**0.000991**	Tao et al., 2010; Chang-Chien et al., 2014
ENSDARG00000002831	*col4a4*	*COL4A4*	Alport syndrome	2.309518	0.032912	0.119212	NA
ENSDARG00000003395	*col4a3*	*COL4A3*	Alport syndrome	2.136137	0.03126	0.114457	NA
ENSDARG00000026165	*col11a1a*	*COL11A1*	Stickler syndrome	2.073293	0.025006	0.096541	Thisse and Thisse, 2004; Fang et al., 2010 (otic vesicle)

*AR, autosomal recessive; AD, autosomal dominant*.

### *Tg(myo6b:RiboTag)* gene expression profile is comparable to previously published FACS-based HC transcriptomes

In order to ensure that similar HC gene enrichment could be obtained from our *Tg(myo6b:RiboTag)* immunoprecipitation method, we next wanted to compare our translatome dataset to a previously published cell sorting experiment. To do this, we utilized a dataset generated by comparing gene expression in sorted zebrafish HCs to sorted skin cells using microarray technology (Steiner et al., 2014). Setting a five-fold transcript enrichment criterion in HCs compared to skin cells within the microarray dataset, we identified 1,041 unique gene IDs with significant enrichment in sorted HCs (*p*-value < 0.05 from Steiner et al., 2014 results). We then analyzed the fold change values of this set of genes within our *Tg(myo6b:RiboTag)* dataset. Of the 1,041 genes identified as significantly enriched in the Steiner et al. dataset, 762 were identified as expressed in our dataset and could be used in this analysis. This is secondary to our strict CPM cutoff to determine gene expression (CPM > 0.01 for all IP and IN samples), as all 1,041 genes are found within our dataset before CPM filtering. Similar to the Steiner et al. dataset, the transcripts encoding these 762 genes also had a higher enrichment in HCs according to our dataset (IP vs. IN, mean Log_2_FC = 0.51), compared to all other transcripts detected as expressed (mean Log_2_FC = 0.085) (Figure 4A). This result suggests that similar HC expression results can be obtained using either cell sorting or the *Tg(myo6b:RiboTag)* zebrafish.

**Figure 4:**
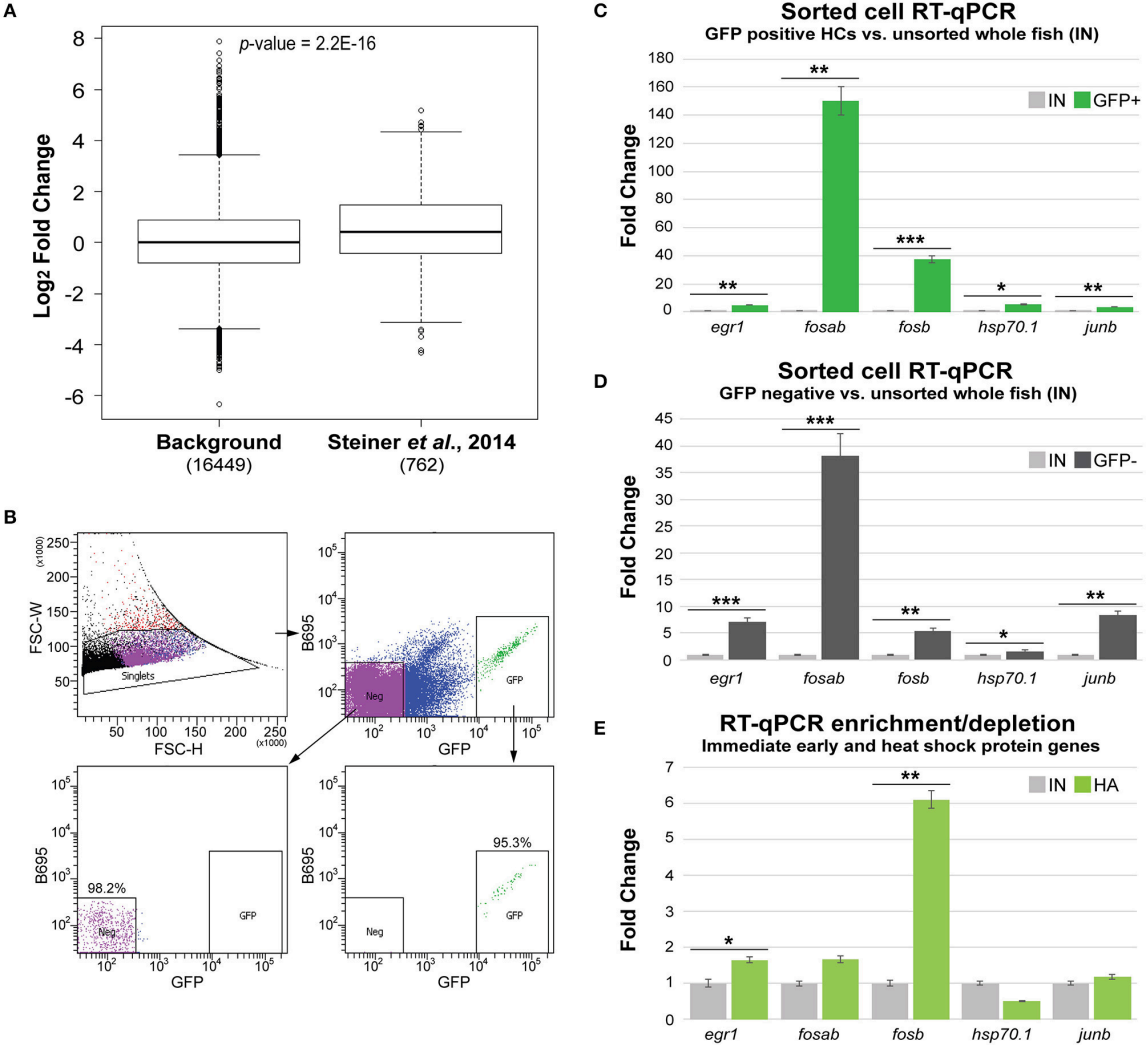
*Tg(myo6b:RiboTag)* immunoprecipitation avoids gene expression changes from cell sorting. **(A)** Sets of genes found to be enriched in sorted HCs from Steiner et al. (2014) have significantly higher fold change enrichment in the IP samples compared to remaining expressed genes (background). Significance was determined by Wilcoxon's test. **(B)** Cell sorting experiment utilizing the *Tg(myo6b:RiboTag)* model. Populations of both GFP positive (GFP+) and GFP negative (Neg, GFP–) were collected via FACS based on GFP expression. Post sort analysis shows high purity of negative and positive populations (98.2 and 95.3%, respectively). **(C–E)** RT-qPCR analysis of zebrafish homologs of immediate early and heat shock protein encoding genes in sorted HCs (GFP+, **C**), sorted non-HCs (GFP–, **D**), and immunoprecipitated RNA (IP, **C**) vs. RNA extracted from whole, non-dissociated larvae (IN). Error bars represent fold change ± standard deviation. Statistical significance was assessed by two-tailed Welch's *t*-test (*n* = 3). *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001.

A possible concern with dissociation and FACS-based approaches for analysis of gene expression relates to induction of changes in gene expression secondary to cellular trauma, loss of tissue context (e.g., cell-cell contacts and lateral inhibition), and length of time from dissociation to RNA extraction. Indeed, a recent manuscript published by van den Brink et al. described robust induction of immediate early gene expression (i.e., *Fos, Jun*, and *Egr1*), as well as heat shock protein genes, in mouse muscle stem cells that were dissociated for single cell RNA-Seq (van den Brink et al., 2017). We therefore wanted to compare the expression of the zebrafish homologs of selected immediate early and heat shock protein encoding genes between sorted HCs and immunoprecipitated HC transcripts in the *Tg(myo6b:RiboTag)* IP. For this analysis, we utilized the concomitant *myo6b* promoter driven expression of GFP in the HCs of the *Tg(myo6b:RiboTag)*. Five-day-old larvae were dissociated and cells were separated by FACS to GFP-positive (HCs) and GFP-negative (cells from the rest of the fish) populations (Figure 4B). Using RT-qPCR, we found that the immediate early genes *egr1, fosab, fosb*, and *junb*, as well as the zebrafish heat shock protein gene *hsp70.1* were enriched in sorted HCs compared to their level of expression in intact fish (Figure 4C). Similarly, all five genes were highly expressed in the sorted GFP-negative cells in comparison to their expression in intact zebrafish (Figure 4D), suggesting that their expression is likely induced by the dissociation and cell sorting process. Finally, a similar RT-qPCR analysis performed on the *Tg(myo6b:RiboTag)* IP vs. IN samples showed that only two of these transcripts, *egr1* and *fosb* are enriched in the IP (Figure 4E). Taken together, these data suggest that (1) immediate early genes are induced in the sorted samples, and (2) that this technical artifact is avoided by measuring gene expression using the *Tg(myo6b:RiboTag)* zebrafish.

### Immunoprecipitation of the HC translatome reveals novel HC expressed genes

By comparing our data to genes previously identified as HC-specific in zebrafish, we have demonstrated that the *Tg(myo6b:RiboTag)* immunoprecipitation method allows for detection of HC expressed genes in zebrafish. However, many of the transcripts that were detected as highly enriched in the IP were not previously reported in the literature as expressed in zebrafish HCs. For this reason, we selected 10 genes that have not been previously characterized as expressed in zebrafish HCs from among our top 100 significantly enriched transcripts (see Supplementary Table 3) for validation of expression by RT-qPCR. These genes were *acin1a, cnga1, cnga3a, cnga3b, dynlrb2, grin2db, loxhd1a, loxhd1b, onecut1*, and *zbtb20*. 

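All 10 genes were higher in every IP library than in every IN library (exact permutation test per gene, two-sided p = 0.1, the smallest that 3 against 3 allow), and 9 had a fold change above 2 at an adjusted p below 0.05 from limma. The paper had selected these genes as enriched in the same samples. The largest log2 fold change was that of cnga3b (ENSDARG00000012297, chromosome 1 of GRCz10 from 10087363 to 10092634), with 6.45 (standard error 0.62, adjusted p = 0.00059). Its scaled RPKM was 36.5 ± 33.9 (SD, n = 3) in IP and 0.211 ± 0.0123 (SD, n = 3) in IN. It was 11.6, 22.7 and 75.2 in IP replicates 1 to 3, so the IP libraries differed widely among themselves. Except for DYNLRB2 and onecut1, the other genes rose in the same order. Supplementary Table 1 lists intronic and intergenic shares that rise in this order too. By contrast s100s, a neuromast gene of Table 3, fell from 15.1 to 10.8 and 5.28. A relation to these shares was not tested. With size factors computed over all 7 libraries, cnga3b had 0.538 in IN replicate 4, which was outside the fit, against 0.233 or less in the other IN libraries. onecut1 (ENSDARG00000007982) had a scaled RPKM of 11.3 ± 2.42 (SD, n = 3) in IP and 0.204 ± 0.0808 (SD, n = 3) in IN and a log2 fold change of 5.24 (standard error 0.25, adjusted p = 0.000181), and its highest IN value was 0.296 in replicate 1. The smallest change was that of loxhd1a, whose mean scaled RPKM in IP and in IN lay below the pseudocount of 0.1. With edgeR on the recovered reads, all 10 genes were enriched 5-fold or more. DYNLRB2, which the paper writes dynlrb2, had 59 reads in the 3 IN libraries together, so its IN value is imprecise.

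**Figure D2:**
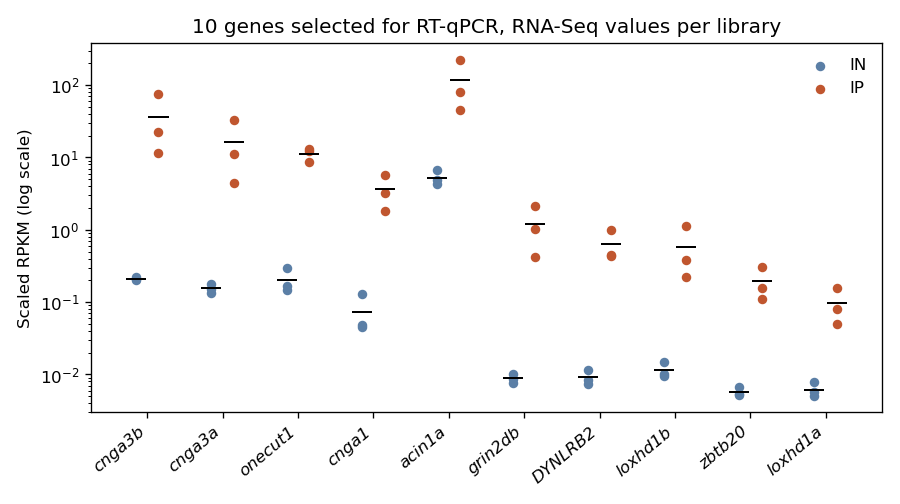
Scaled RPKM on a log axis for the 10 genes, with a point for each of the 3 IN libraries (blue) and 3 IP libraries (orange) and a black line at each mean. Every IP point lies above every IN point of its gene.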

First, we utilized independent *Tg(myo6b:RiboTag)* IP and IN samples, and found that eight out of the 10 genes validated as significantly enriched in IP compared to IN RNA samples (Figure 5A). To then further confirm the expression of these genes in HCs, we utilized RNA extracted from sorted HCs (post-sort purity = 95.3%, see Figure 4C). All 8 genes that validated as enriched in our IP vs. IN samples were also detected as expressed in sorted zebrafish HCs (cycle threshold [CT] values ≤ 30, Figure 5B). These data further show the utility of the *Tg(myo6b:RiboTag)* zebrafish in detecting HC expressed genes, as well as for the discovery of new genes with potential novel functions in HCs.

**Figure 5:**
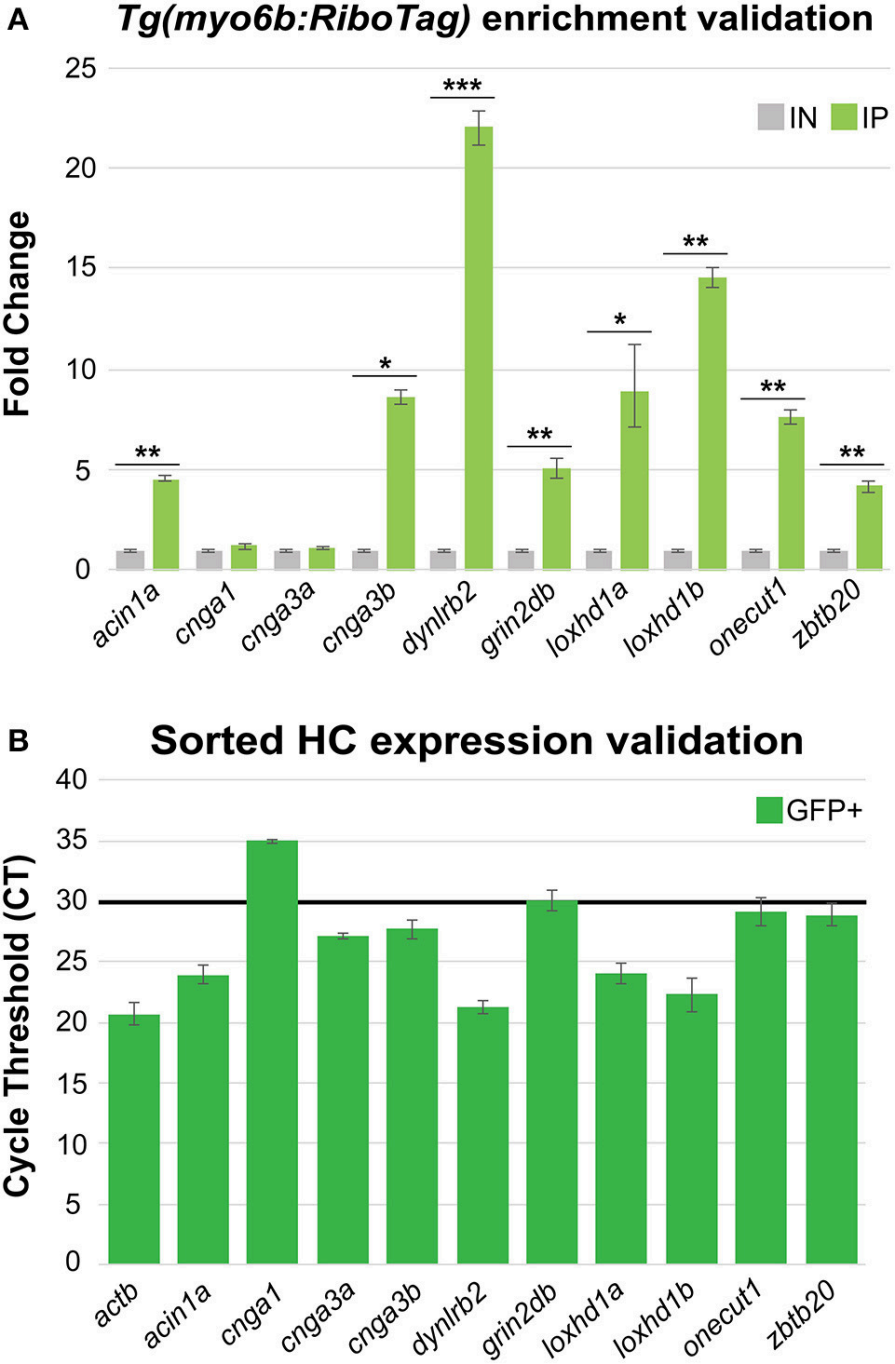
HC RiboTag immunoprecipitation reveals expression of novel HC expressed genes. **(A)** Validation of 10 genes found to be highly enriched in HCs from the *Tg(myo6b:RiboTag)* RNA-Seq using RT-qPCR in independent HC immunoprecipitation (IP) and input (IN) samples. Error bars represent fold change ± standard deviation, and statistical significance was assessed by two-tailed Welch's *t*-test (*n* = 3). *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. **(B)** Validation of the same 10 highly enriched genes selected from the *Tg(myo6b:RiboTag)* RNA-Seq in sorted HCs by RT-qPCR. Black bar indicates the cycle threshold (CT) cutoff used to denote reliable expression (CT ≤ 30). Error bars represent CT standard deviation between biological replicates (*n* = 3).

## Discussion

Cell type-specific expression analysis has gained popularity in the past decade, and is of particular importance to understanding the biology of rare cell types. The HCs of the zebrafish lateral line and inner ear are one such example of a rare cell type present within a complex tissue environment. The *Tg(myo6b:RiboTag)* zebrafish described here was generated to express both GFP and HA-tagged ribosomes in inner ear and lateral line HCs (Figures 1A-C). Thus, this model enables HC-specific gene expression analysis through two independent approaches: (1) tissue dissociation and cell sorting based on GFP expression, and (2) immunoprecipitation of HA-tagged ribosomes to enrich for HC-expressed transcripts. While HC-specific transcriptome analysis using flow cytometry is not novel, this is the first application of a RiboTag approach for immunoprecipitation of the zebrafish HC translatome, as well as the first model to allow HC-specific expression analysis using two separate approaches in zebrafish. Through the analyses presented in this manuscript, we have demonstrated the utility of the *Tg(myo6b:RiboTag)* model in enriching for HC-expressed transcripts (through the immunoprecipitation approach), while concurrently avoiding changes to gene expression that occur secondary to tissue dissociation and the cell sorting process. The immunoprecipitation protocol can be performed using either fresh or frozen tissues, making it a convenient technique for analysis of gene expression at multiple time points or treatment conditions, and removing the need for multiple cell sorting sessions. Our subsequent RNA-Seq and validation experiments revealed not only the expected enrichment of known zebrafish HC expressed transcripts, but also enrichment of transcripts with potential new functions in inner ear and/or lateral line HCs.

In light of these results, some important considerations should also be taken into account when using this model. First, unlike cell sorting where, in ideal conditions, the RNA will contain genetic material only from the cell types of interest, all ribosome immunoprecipitation models, including the *Tg(myo6b:RiboTag)* zebrafish, are not completely effective at isolating the translatome of a cell type of interest. Immunoprecipitated samples contain, to a varying extent, RNA from other cell types. Indeed, our average IP RNA yield (56 ng per 50 larvae at 5 dpf) was much larger than would be expected if this technique was specifically acquiring only actively translated RNA from HCs.

Second, the inclusion of transcripts from other cell types limits the interpretation of the data. The HC translatome results described in this manuscript were generated by comparing immunoprecipitated HC RNA to the whole fish transcriptome, detecting 2,379 genes as more than two-fold enriched in HCs. This method of comparison is not ideal for detecting all HC expressed transcripts, as it is estimated that an average 11,000–13,000 genes are expressed in all cell types (Ramsköld et al., 2009). Some transcripts which are expressed in HCs may not be detected as enriched if they are expressed in many other cell types included in the sample, as the effect of the depletion may (although not always), outweigh the effect of the enrichment. We therefore recommend that the *Tg(myo6b:RiboTag)* model be used to analyze gene expression in HCs between different conditions (e.g., drugs or noise) through direct comparison of the IP RNA. The IN RNA can be used to validate whether the changes in gene expression originate from HCs, and we recommend a two-fold enrichment cutoff in IP vs. IN to denote HC expression.

Third use of this model inherently relies on the expression of HA-tagged ribosomes in HCs under control of the *myo6b* promoter. This promoter is highly specific to HCs to all time points, which is critical to the successful use of this method and the purity of the immunoprecipitated RNA. However, analysis of the HC translatome in different conditions will therefore rely on (1) the presence of HCs and (2) the expression of *myo6b*. As examples, HC gene expression in very early developmental time points prior to the onset of *myo6b*, mutants in which HCs never develop or do not express *myo6b*, or treatments that rapidly decrease HC number or abolish *myo6b* expression, may be difficult or impossible to analyze with the *Tg(myo6b:RiboTag)* zebrafish.

Finally, the immunoprecipitation protocol is limited by the total amount of tissue that can be homogenized in one sample (we recommend not exceeding 10% the total volume of homogenization buffer). For analyses of the HC translatome at later developmental stages, different dissection techniques can be applied to reduce total tissue volume and “pre-enrich” for HCs (i.e., inner ear dissection, skin peeling, etc.). These dissections may also be applied to isolate and compare gene expression differences in specific HC subtypes (i.e., inner ear vs. neuromast). Overall, each of these points should be considered when designing experiments using this model.

Our results show that the *Tg(myo6b:RiboTag)* zebrafish immunoprecipitation protocol detailed in the methods yields quantities of RNA appropriate for downstream analyses of HC gene expression such as RT-qPCR and RNA-Seq. Additionally, this protocol is able to enrich for the zebrafish HC translatome, resulting in marked increases in transcript abundance of known HC expressed genes in the IP samples compared to RNA extracted from whole larvae (IN). Indeed, our RNA-Seq analysis of immunoprecipitated RNA shows enrichment for genes related to inner ear and lateral line HC function, while also showing depletion of genes involved in the function of other organs. Analysis of significantly enriched genes by RT-qPCR revealed high expression of genes not previously validated as expressed in zebrafish HCs, such as *loxhd1a, loxhd1b*, and *dynlrb2*, among others. *Loxhd1a* and *loxhd1b* are both homologs of the human deafness gene *LOXHD1*, the causative gene of DFNB77 (Grillet et al., 2009). Additionally, *dynlrb2*, a gene that encodes for a dynein light chain protein, has been previously identified as highly expressed in mouse HCs at both the transcript and protein levels, although its function in HCs has yet to be elucidated (Jiang et al., 2001; Scheffer et al., 2015; Shen et al., 2015; Hickox et al., 2017). Zebrafish may therefore be an appropriate model to study the roles that these genes play in normal HC function. Overall, taking into account the considerations outlined above, we believe that the *Tg(myo6b:RiboTag)* zebrafish represent an easy to use, versatile and sensitive model for studying inner ear and lateral line HC gene expression.

## Author contributions

AB and KK generated the model, MM, YO, KK, and RH designed and interpreted the experiments, MM, AB, YO, and NP performed the experiments, YS analyzed the gene expression data, and MM, KK, and RH wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AndersS.HuberW. (2010). Differential expression analysis for sequence count data. Genome Biol. 11:R106. 10.1186/gb-2010-11-10-r10620979621PMC3218662

[B2] AndersS.PylP. T.HuberW. (2015). Genome analysis HTSeq — a Python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–169. 10.1093/bioinformatics/btu63825260700PMC4287950

[B3] Blanco-SánchezB.ClémentA.FierroA.Jr.WashbourneP.WesterfieldM. (2014). Complexes of Usher proteins preassemble at the endoplasmic reticulum and are required for trafficking and ER homeostasis. Dis. Models Mech. 7, 547–559. 10.1242/dmm.01406824626987PMC4007406

[B4] BurnsJ. C.KellyM. C.HoaM.MorellR. J.KelleyM. W. (2015). Single-cell RNA-Seq resolves cellular complexity in sensory organs from the neonatal inner ear. Nat. Commun. 6:8557. 10.1038/ncomms955726469390PMC4634134

[B5] Chang-ChienJ.YenY. C.ChienK. H.LiS. Y.HsuT. C.YangJ. J.. (2014). The connexin 30.3 of zebrafish homologue of human connexin 26 may play similar role in the inner ear. Hear. Res. 313, 55–66. 10.1016/j.heares.2014.04.01024811980

[B6] ChatterjeeP.PadmanarayanaM.AbdullahN.HolmanC. L.LaDuJ.TanguayR. L.. (2015). Otoferlin deficiency in zebrafish results in defects in balance and hearing: rescue of the balance and hearing phenotype with full-length and truncated forms of mouse otoferlin. Mol. Cell. Biol. 35, 1043–1054. 10.1128/MCB.01439-1425582200PMC4333087

[B7] Di DonatoV.AuerT. O.DuroureK.Del BeneF. (2013). Characterization of the calcium binding protein family in zebrafish. PLoS ONE 8:e53299. 10.1371/journal.pone.005329923341937PMC3547026

[B8] ElkonR.MilonB.MorrisonL.ShahM.VijayakumarS.RacherlaM.. (2015). RFX transcription factors are essential for hearing in mice. Nat. Commun. 6:8549. 10.1038/ncomms954926469318PMC4634137

[B9] EricksonT.NicolsonT. (2015). Identification of sensory hair-cell transcripts by thiouracil-tagging in zebrafish. BMC Genomics 16:842. 10.1186/s12864-015-2072-526494580PMC4619078

[B10] EricksonT.MorganC. P.OltJ.HardyK.Busch-NentwichE.MaedaR. (2017). Integration of Tmc1/2 into the mechanotransduction complex in zebrafish hair cells is regulated by 3 Transmembrane O-methyltransferase (Tomt). Elife 5, 1–26. 10.7554/eLife.28474PMC546253628534737

[B11] FangM.AdamsJ. S.McMahanB. L.BrownR. J.OxfordJ. T. (2010). The expression patterns of minor fibrillar collagens during development in zebrafish. Gene Exp. Patterns 10, 315–322. 10.1016/j.gep.2010.07.00220647059PMC2956583

[B12] GayL.KarfilisK. V.MillerM. R.DoeC. Q.StankunasK. (2014). Applying thiouracil tagging to mouse transcriptome analysis. Nat. Protoc. 9, 410–420. 10.1038/nprot.2014.02324457332PMC4112099

[B13] GayL.MillerM. R.VenturaP. B.DevasthaliV.VueZ.ThompsonH. L.. (2013). Mouse TU tagging: a chemical/genetic intersectional method for purifying cell type-specific nascent RNA. Genes Dev. 27, 98–115. 10.1101/gad.205278.11223307870PMC3553287

[B14] GleasonM. R.NagielA.JametS.VologodskaiaM.López-SchierH.HudspethA. J.. (2009). The transmembrane inner ear (Tmie) protein is essential for normal hearing and balance in the zebrafish. Proc. Natl. Acad. Sci. U.S.A. 106, 21347–21352. 10.1073/pnas.091163210619934034PMC2781060

[B15] GrilletN.SchwanderM.HildebrandM. S.SczanieckaA.KolatkarA.VelascoJ.. (2009). Mutations in LOXHD1, an evolutionarily conserved stereociliary protein, disrupt hair cell function in mice and cause progressive hearing loss in humans. Am. J. Hum. Genet. 85, 328–337. 10.1016/j.ajhg.2009.07.017. 19732867PMC2771534

[B16] HarrisM.ClarkJ.IrelandA.LomaxJ.AshburnerM.FoulgerR.. (2004). The Gene Ontology (GO) database and informatics resource. Nucleic Acids Res. 32, 258–261. 10.1093/nar/gkh03614681407PMC308770

[B17] HeimanM.SchaeferA.GongS.PetersonJ.DayM.RamseyK. E. (2009). Development of a BACarray translational profiling approach for the molecular characterization of CNS cell types. Cell 14, 738–748. 10.1016/j.cell.2008.10.028PMC269682119013281

[B18] HertzanoR.ElkonR. (2012). High throughput gene expression analysis of the inner ear. Hear. Res. 288, 77–88. 10.1016/j.heares.2012.01.00222710153

[B19] HickoxA. E.WongA. C. Y.ParkK.StrojnyC.RamirezM.YatesJ. R. (2017). Cellular/molecular global analysis of protein expression of inner ear hair cells, J. Neurosci. 37, 1320–1339. 10.1523/JNEUROSCI.2267-16.201628039372PMC5296798

[B20] HoweD. G.BradfordY. M.ConlinT.EagleA. E.FashenaD.FrazerK.. (2013). ZFIN, the Zebrafish Model Organism Database : increased support for mutants and transgenics. Nucleic Acids Res. 41, 854–860. 10.1093/nar/gks93823074187PMC3531097

[B21] JiangJ.YuL.HuangX.ChenX.LiD.ZhangY.. (2001). Identification of two novel human dynein light chain genes, DNLC2A and DNLC2B, and their expression changes in hepatocellular carcinoma tissues from 68 Chinese patients. Gene 281, 103–113. 10.1016/S0378-1119(01)00787-911750132

[B22] JiangL.Romero-CarvajalA.HaugJ. S.SeidelC. W.PiotrowskiT. (2014). Gene-expression analysis of hair cell regeneration in the zebrafish lateral line. Proc. Natl. Acad. Sci. U.S.A. 111, E1383–E1392. 10.1073/pnas.140289811124706903PMC3986165

[B23] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 14:R36. 10.1186/gb-2013-14-4-r3623618408PMC4053844

[B24] KindtK. S.FinchG.NicolsonT. (2012). Kinocilia mediate mechanosensitivity in developing zebrafish hair cells. Dev. Cell 23, 329–341. 10.1016/j.devcel.2012.05.02222898777PMC3426295

[B25] KozlowskiD. J.WhitfieldT. T.HukriedeN. A.LamW. K.WeinbergE. S. (2005). The zebrafish dog-eared mutation disrupts eya1, a gene required for cell survival and differentiation in the inner ear and lateral line. Dev. Biol. 227, 27–41. 10.1016/j.ydbio.2004.08.03315572137

[B26] KwanK. M.FujimotoE.GrabherC.MangumB. D.HardyM. E.CampbellD. S.. (2007). The Tol2kit: a multisite gateway-based construction kit forTol2 transposon transgenesis constructs. Dev. Dyn. 236, 3088–3099. 10.1002/dvdy.2134317937395

[B27] LieschkeG. J.CurrieP. D. (2007). Animal models of human disease: zebrafish swim into view. Nat. Rev. 8, 353–367. 10.1038/nrg209117440532

[B28] MaedaR.KindtK. S.MoW.MorganC. P.EricksonT.ZhaoH.. (2014). Tip-link protein protocadherin 15 interacts with transmembrane channel-like proteins TMC1 and TMC2. Proc. Natl. Acad. Sci. U.S.A. 111, 12907–12912. 10.1073/pnas.140215211125114259PMC4156717

[B29] MaternM.VijayakumarS.MarguliesZ.MilonB.SongY.ElkonR.. (2017). Gfi1Cre mice have early onset progressive hearing loss and induce recombination in numerous inner ear non-hair cells. Sci. Rep. 7:42079. 10.1038/srep4207928181545PMC5299610

[B30] McDermottB. M.BaucomJ. M.HudspethA. J. (2007). Analysis and functional evaluation of the hair-cell transcriptome. Proc. Natl. Acad. Sci. U.S.A. 104, 11820–11825. 10.1073/pnas.070447610417606911PMC1905926

[B31] MillimakiB. B.SweetE. M.DhasonM. S.RileyB. B. (2007). Zebrafish atoh1 genes: classic proneural activity in the inner ear and regulation by Fgf and Notch. Development 134, 295–305. 10.1242/dev.0273417166920

[B32] MudunuriU.CheA.YiM.StephensR. M. (2009). bioDBnet: the biological database network. Bioinformatics 25, 555–55610. 10.1093/bioinformatics/btn65419129209PMC2642638

[B33] NicolsonT. (2005). The genetics of hearing and balance in zebrafish. Ann. Rev. Genet. 39, 9–22. 10.1146/annurev.genet.39.073003.10504916285850

[B34] NicolsonT. (2017). The genetics of hair-cell function in zebrafish. J. Neurogenet. 31, 102–112. 10.1080/01677063.2017.134224628705044PMC6080859

[B35] ObholzerN.WolfsonS.TrapaniJ. G.MoW.NechiporukA.Busch-NentwichE. (2008). Cellular/molecular vesicular glutamate transporter 3 is required for synaptic transmission in zebrafish hair cells. J. Neurosci. 28, 2110–2118. 10.1523/JNEUROSCI.5230-07.200818305245PMC6671858

[B36] PrykhozhijS. V.MarsicoA.MeijsingS. H. (2013). Zebrafish Expression Ontology of Gene Sets (ZEOGS): a tool to analyze enrichment of zebrafish anatomical terms in large gene sets. Zebrafish 10, 303–315. 10.1089/zeb.2012.086523656298PMC3760060

[B37] RamsköldD.WangE. T.BurgeC. B.SandbergR. (2009). An abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence data. PLoS Comput. Biol. 5:e1000598. 10.1371/journal.pcbi.100059820011106PMC2781110

[B38] RohH. C.TsaiL. T.-Y.LyubetskayaA.TenenD. E.KumariM.RosenE.. (2017). Simultaneous transcriptional and epigenomic profiling from specific cell types within heterogeneous tissues *in vivo*. Cell Rep. 18, 1048–1061. 10.1016/j.celrep.2016.12.08728122230PMC5291126

[B39] SanzE.YangL.SuT.MorrisD. R.McKnightG. S.AmieuxP. S. (2009). Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. Proc. Natl. Acad. Sci. U.S.A. 106, 13939–13944. 10.1073/pnas.090714310619666516PMC2728999

[B40] SchefferI.ShenJ.CoreyD. P.ChenZ. Y. (2015). Gene expression by mouse inner ear hair cells during development. J. Neurosci. 35, 6366–6380. 10.1523/JNEUROSCI.5126-14.201525904789PMC4405555

[B41] SeilerC.Ben-DavidO.SidiS.HendrichO.RuschA.BurnsideB.. (2004). Myosin VI is required for structural integrity of the apical surface of sensory hair cells in zebrafish. Dev. Biol. 272, 328–338. 10.1016/j.ydbio.2004.05.00415282151

[B42] SeilerC.Finger-BaierK. C.RinnerO.MakhankovY. V.SchwarzH.NeuhaussS. C.. (2005). Duplicated genes with split functions: independent roles of protocadherin15 orthologues in zebrafish hearing and vision. Dev. Dis. 132, 615–623. 10.1242/dev.0159115634702

[B43] ShenJ.SchefferD. I.KwanK. Y.CoreyD. P. (2015). SHIELD: an integrative gene expression database for inner ear research. Database 2015:bav071. 10.1093/database/bav07126209310PMC4513695

[B44] ShenY.-C.JeyabalanA. K.WuK. L.HunkerK. L.KohrmanD. C.ThompsonD. L.. (2008). The transmembrane inner ear (tmie) gene contributes to vestibular and lateral line development and function in the zebrafish (*Danio rerio*). Dev. Dyn. 237, 941–952. 10.1002/dvdy.2148618330929PMC3082740

[B45] SteinerA. B.KimT.CabotV.HudspethA. J. (2014). Dynamic gene expression by putative hair-cell progenitors during regeneration in the zebrafish lateral line. Proc. Natl. Acad. Sci. U.S.A. 111, E1393–E1401. 10.1073/pnas.131869211124706895PMC3986164

[B46] TaoL.DeRosaA. M.WhiteT. W.ValdimarssonG. (2010). Zebrafish cx30.3: identification and characterization of a gap junction gene highly expressed in the skin. Dev. Dyn. 239, 2627–2636. 10.1002/dvdy.2239920737512PMC2967642

[B47] ThisseB.ThisseC. (2004). Fast Release Clones: A High Throughput Expression Analysis., ZFIN Direct Data Submission.

[B48] TryonR. C.PisatN.JohnsonS. L.DoughertyJ. D. (2013). Development of translating ribosome affinity purification for zebrafish. Genesis 192, 187–192. 10.1002/dvg.22363PMC363880923281262

[B49] Van CampG.SmithR. (2017). Hereditary Hearing Loss Homepage. Available online at: http://hereditaryhearingloss.org

[B50] van den BrinkS. C.SageF.VértesyÁ.SpanjaardB.Peterson-MaduroJ.BaronC. S.. (2017). Single-cell sequencing reveals dissociation-induced gene expression in tissue subpopulations. Nat. Methods 14, 935–936. 10.1038/nmeth.443728960196

[B51] WangL.SewellW. F.KimS. D.ShinJ. T.MacRaeC. A.ZonL. I. (2008). Eya4 regulation of NA+/K+-ATPase is required for sensory development in zebrafish. Development 135, 3425–3434. 10.1242/dev.01223718799547

# Supplementary material for: Transcriptomic Profiling of Zebrafish Hair Cells Using RiboTag
**Source:** Front Cell Dev Biol. 2018 May 1;6:47. doi: 10.3389/fcell.2018.00047
**Supplement:** Supplementary file 1

| **Sample ID** | **Total Reads** | **Total Mapped Reads** | **% Mapped** | **% Properly Paired** | **Uniquely Mapped** | **% Exonic** | **% Intronic** | **% Intergenic** | **Total Features** | **Features w/ Coverage** | **Avg RPKM** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| IN1 | 67501716 | 58249644 | 86.29 | 69.57 | 51646259 | 83.37 | 4.54 | 12.09 | 32266 | 27755 | 8.703 |
| IN2 | 98770890 | 84326437 | 85.38 | 67.69 | 79306031 | 88.38 | 3.09 | 8.53 | 32266 | 27967 | 6.635 |
| IN3 | 123359042 | 103916222 | 84.24 | 70.58 | 95564195 | 86.8 | 3.29 | 9.91 | 32266 | 27835 | 7.554 |
| IN4 | 119521966 | 102538913 | 85.79 | 69 | 96039668 | 88.34 | 2.95 | 8.71 | 32266 | 28092 | 6.873 |
| IP1 | 70148178 | 41564701 | 59.25 | 78.77 | 34889089 | 70.88 | 9.13 | 19.98 | 32266 | 25117 | 8.625 |
| IP2 | 60411404 | 35523712 | 58.8 | 80.86 | 26164121 | 59.41 | 11.49 | 29.1 | 32266 | 24817 | 12.976 |
| IP3 | 67794378 | 37278417 | 54.99 | 81.53 | 27142911 | 52.51 | 15.65 | 31.84 | 32266 | 24025 | 13.992 |

**Supplementary table 1. *Tg(myo6b:RiboTag)* RNA-Seq alignment statistics.** RNA-Seq alignment statistics of paired immunoprecipitation (IP) and input (IN) samples.

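The footers of the deposited files state, for each library, the mapped alignments and the reads on gene spans. In IP, 94.7%, 77.3% and 71.2% of the number of mapped alignments were counted on gene spans in replicates 1 to 3. In IN the figures were 99.1%, 113%, 113% and 111% in replicates 1 to 4. A value above 100% means that some reads were counted on more than 1 gene span. The average RPKM over the 32266 gene IDs was between 8.62 and 14 in IP and between 6.63 and 8.7 in IN. By its values, the library numbered 4 in the labels is the one the table lists as IN3, and the library numbered 3 is the one it lists as IN4.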

# Supplementary material for: Transcriptomic Profiling of Zebrafish Hair Cells Using RiboTag
**Source:** Front Cell Dev Biol. 2018 May 1;6:47. doi: 10.3389/fcell.2018.00047
**Supplement:** Supplementary file 2

| **Anatomical term** | **corrected P-value** | **Genes** |
| --- | --- | --- |
| retinal photoreceptor layer | 0.0069 | *epb41l3b opn1sw1 irbp fam13a arl3l1 crx opn1mw1 scl35a3a gc3 gnat1 rho gnb5b gnat2 selt1a* |
| retina | 0.0107 | *nrip1a fez1 rtn4r tfap2b dacha epb41l3b anp32b opn1sw1 mab21l2 rrm2b sh3gl2 crhbp scinla gadd45gb.1 olfm2a pttg1ipb irbp vps11 fam13a ext1c arl3l1 slc6a1b vdac3 cat spry4 polr3b got1 id4 mt-nd2 crx hmgb1b scg3 rab4a lamc1 eno2 rgs8 tspan36 rogdi opn1mw1 slc25a3a gc3 slc29a1a phc2b tyrp1b tbr1b lrrn1 aldoaa zgc:91999 gnat1 rho gnb5b six3a dhcr7 gnb1a amdhd2 anxa11b kcnip3a gfap gnb3b sgce lbr gnat2 selt1a vsx2* |
| retinal pigmented epithelium | 0.0188 | *dct pttg1ipb irbp vps11 crx lamc1 tspan36 tyrp1b rho* |
| epidermis | 0.0247 | *epb41l3b padi2 caspb scinla cfl1l cfd aldh3b1 si:dkey-251i10.2 capn9 lamc1 rcn1 osgn1 alox12 kera atp1b1b wdr1 pycard cd151l gnb1a anxa11b lye plscr3b selt1a* |
| melanocyte | 0.0252 | *spra dct tyr tspan36 tyrp1b* |
| ocular blood vessel | 0.0257 | *igfbp7 gfap* |
| epiphysis | 0.0498 | *fez1 inab ephb4a lrrn3 sh3gl2 necap1 map1lc3b irbp arl3l1 qsox1 crispld1b crx scg3 dpysl2b igfbp7 rogdi opn1mw1 atp1b1b slc25a3a lrrn1 atpv0e2 gnat1 rho irf2bp2a gnb5b gnb3a gnat2* |
| peripheral olfactory organ | 0.0559 | *inab ppp1r14ba epb41l3b acy1 padi2 scinla cyp3c1 aldh3b1 fam13a capn9 serpine2 ftr83 alox12 atp1b1b wdr1 krt18 spock2 stk38l tbr1b pycard aldoaa irf2bp2a gnb1a anxa11b fosab selt1a* |
| corneal epithelium | 0.0824 | *scinla kera* |

**Supplementary table 2. ZEOGS analysis of HC depleted transcripts.** Detection of overrepresented anatomical structures in the *Tg(myo5b:RiboTag)* RNA-Seq highly depleted gene set (five-fold or greater depletion in the IP compared to IN samples, n=532).

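The ZEOGS tool takes a list of genes and asks, for each anatomical structure, whether more of them have a recorded expression pattern there than a random list would. The table gives the structures found for the genes that fell most in IP. Its genes are named by symbol, and their RNA-Seq values were not analysed here.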

# Supplementary material for: Transcriptomic Profiling of Zebrafish Hair Cells Using RiboTag
**Source:** Front Cell Dev Biol. 2018 May 1;6:47. doi: 10.3389/fcell.2018.00047
**Supplement:** Supplementary file 3

**Supplementary table 3. Top 100 significantly HC enriched transcripts.** *Tg(myo6b:RiboTag)* RNA-Seq results of the top 100 significantly enriched genes in the IP compared to IN samples (fold change > 2, IP CPM > 1, false discovery rate [FDR] < 0.05). Genes selected for validation by RT-qPCR are shown in bold.

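Ranking the enriched genes by fold change and taking the first 100, 27 were among the 100 genes of this table. The fold changes rest on RPKM over gene spans with a pseudocount of 0.1, and with a pseudocount of 0.01 the overlap was 26. It was lowest with a pseudocount of 1, at 22, and highest with a correction for gene span, at 33.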

# Supplementary material for: Transcriptomic Profiling of Zebrafish Hair Cells Using RiboTag
**Source:** Front Cell Dev Biol. 2018 May 1;6:47. doi: 10.3389/fcell.2018.00047
**Supplement:** Supplementary file 4

***Supplementary material***

**Transcriptomic profiling of zebrafish hair cells using RiboTag**

**Maggie S. Matern, Alisha Beirl, Yoko Ogawa, Yang Song, Nikhil Paladugu, Katie Kindt, Ronna Hertzano^*^**

| **Primer name** | **Sequence** | **Primer name** | **Sequence** |
| --- | --- | --- | --- |
| *atoh1a* forward | 5’-caacgccctgtccgacttac-3’ | *dynlrb2* forward | 5’-aaagaggattcaggcccaac-3’ |
| *atoh1a* reverse | 5’-gggagatcggtccgtttctaa-3’ | *dynlrb2* reverse | 5’-tgtccagcgtcgttctaatg-3’ |
| *myo6b* reverse | 5’-ggtcgtacttcttcacccca-3’ | *grin2db* reverse | 5’-ctctgtggggtgctgaaact-3’ |
| *sox2* forward | 5’-actccatgaccaactcgcag-3’ | *loxhd1a* forward | 5’-gcaggtctacggagaaaacg-3’ |
| *sox2* reverse | 5’-atggagcccagtgtcattcc-3’ | *loxhd1a* reverse | 5’-ttcccgatatcaggcatctc-3’ |
| *myod1* forward | 5’-tcaatgacacaccaaatgctgac-3’ | *loxhd1b* forward | 5’-acggacaactttgagcaggg-3’ |
| *myod1* reverse | 5’-ccacgatgctggacagacaa-3’ | *loxhd1b* reverse | 5’-tgccagatacgcagtttggt-3’ |
| *rho* forward | 5’-aacctggagggcttctttgc-3’ | *onecut1* forward | 5’-tttcagagaatgtccgcgct-3’ |
| *rho* reverse | 5’-gaaacggaagttgctgaccg-3’ | *onecut1* reverse | 5’-cttggagatgtttccccgct-3’ |
| *vil1* forward | 5’-attgctccggtggcaggtat-3’ | *zbtb20* forward | 5’-gcgtgcactctttgctgtaa-3’ |
| *vil1* reverse | 5’-tctgaagtcctggtgtggttt-3’ | *zbtb20* reverse | 5’-aatccttcagcgagaacgaa-3’ |
| *actb1* forward | 5’-accatcggcaatgagcgttt-3’ | *egr1* forward | 5’-ggggagcagtttgatcacctt3’ |
| *actb1* reverse | 5’-ccgcagattccatacccagg-3’ | *egr1* reverse | 5’-ccgttgggtggagtaggtct-3’ |
| *acin1a* forward | 5’-cctcgtggcaagctgtcta-3’ | *fosab* forward | 5’-tacccgctcaaccagactca-3’ |
| *acin1a* reverse | 5’-tacagttcctgtgcggttca-3’ | *fosab* reverse | 5’-tggaccatccactgcaagtc-3’ |
| *cnga1* forward | 5’-ttatcggatgcggtgtacct-3’ | *fosb* forward | 5’-tctcagtacctgtcgtccgt-3’ |
| *cnga1* reverse | 5’-cgcgaagctttttctgatct-3’ | *fosb* reverse | 5’-ccagtggctgttacacactc-3’ |
| *cnga3a* forward | 5’-gctatcagttcgggcctctg-3’ | *hsp70*.1 forward | 5’-ccgacgaggtgttaattcgc-3’ |
| *cnga3a* reverse | 5’-gtcagaggagttgtcgtcaca-3’ | *hsp70*.1 reverse | 5’-cacacaggagtaggtggtgc-3’ |
| *cnga3b* forward | 5’-tgacacatttgtgagatcaaggac-3’ | *junba* forward | 5’-atgatactgaatgcgcgacg-3’ |
| *cnga3b* reverse | 5’-agtgctcccacagcttcttg-3’ | *junba* reverse | 5’-ctcgacagctgacgtccaaa-3’ |

**Supplementary table 4. RT-qPCR primers.** All primer sequences used for enrichment/depletion analyses, RNA-Seq validation and immediate early and heat shock protein encoding gene expression analyses.

How the deposited data were processed for this re-analysis (not part of the article)

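The data are RNA-Seq libraries from pools of 50 Tg(myo6b:RiboTag) larvae at 5 dpf, 3 from the immunoprecipitated RNA (IP) and 4 from the input RNA (IN). The authors aligned the reads to GRCz10 with TopHat, and deposited RPKM values per gene span, scaled by each library's mapped alignments. One of the deposited files also lists the counts of reads on each span and, in a further column, the fraction of the span that is covered, with coordinates, and the coverage column was not used here. The reads behind RPKM were recovered from RPKM, span and mapped alignments, which gave whole numbers for 100% of the values, and for IN replicate 4 these equalled the counts the authors deposited for every gene.

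Sample groups were taken from the labels and checked against Supplementary Table 1 and Supplementary Data Sheet 1. The sheet has 3 IN columns, which correspond to IN replicates 1 to 3 of the labels by the spread of their ratios across genes. The paper excluded 1 IP sample for intergenic content, and that sample is not analysed here. Mapped alignments per library ran from 55235936 to 122842749, and genes with few reads in a library have imprecise values. The paper calls the IP and IN samples paired, and the replicate numbers used for pairing here come from the labels.

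Each library was scaled by its median-of-ratios size factor, and log2(scaled RPKM + 0.1) was fitted with limma 3.58.1 (lmFit, eBayes with an intensity trend) in R 4.3.3. Genes with RPKM above 0 in all 6 libraries were tested, with Benjamini-Hochberg adjustment. A gene was called enriched at a fold change above 2, an adjusted p below 0.05 and a mean RPKM in IP above 0.5, and depleted at a fold change below 0.5, the same adjusted p and a mean RPKM in IN above 0.5. The paper used CPM above 1 instead. The deafness genes and the neuromast genes were counted without the RPKM threshold. Single genes were compared by exact permutation of the 6 libraries, where the smallest two-sided p is 0.1. edgeR 4.0.16 was run on the recovered reads as an alternative chosen after the values were seen. Python 3.11.15, pandas 2.3.3 and scipy 1.17.1 were used for the rest.

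The fits were tested on simulated data, with reads drawn for the 22371 tested genes at the libraries' own sizes, of which 22334 passed the filter. The 200 genes changed 4-fold were picked from genes with a mean RPKM above 0.5. The reads were drawn with a dispersion of 0.05 in all libraries. The limma fit recovered 100.0% of the changed genes and called 2 unchanged genes. The test against a 2-fold change (treat) recovered 17.5% at that fold change and 96% in a separate draw at 8-fold, where 22333 genes passed, and the share required of it in this test was set on larger changes after its low recovery was seen. The estimated common dispersion was 0.208 in the IP libraries and 0.0428 in the IN libraries. In a draw with each gene's dispersion as estimated within each group, made after the values were seen, 22142 genes passed the filter. The limma fit then recovered 60.6% of the 198 genes changed 4-fold that passed and called 0 unchanged genes, edgeR recovered 76.3%, and treat 0%. The limma fit can therefore miss genes that changed 4-fold in these data. No gene with a lower mean RPKM, as many genes of Table 4 have, was among the changed genes. The simulation therefore does not tell how many of such genes the fits recover.

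Genes were named by a rule set in advance: the genes of Figure 3B, the tagged ribosomal protein, Table 4, the 10 RT-qPCR genes, the stress genes of Figure 4, the bold terms of Tables 1 and 2, malat1, the 5 largest changes in each direction with every IP library on one side of every IN library, and the highest and lowest member of a list such as the neuromast genes of Table 3. The other members of that list appear by name with no values of their own unless they fall under another item of the rule. Names come only from the paper's tables that pair them with Ensembl IDs, as far as these were at hand. They name 2440 of the 32266 IDs, and Supplementary Data Sheet 1 was at hand only in part. Genes without such a pairing are not reported here by name, and neither are some other members of these lists, which stay in the fits and in the counts over lists. A correction for GC content was not run, since no genome sequence was used here. The alternatives covered the scaling, the pseudocount, the filter, the RPKM threshold, the number of libraries, the replicate block, a correction for gene span, the variance model and leaving out each library.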

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

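The tests below were set before their results were seen, except the comparison of the 1st percentile as deposited, which was added after, and the choice of malat1 was made from the paper's own sheet.

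malat1 (ENSDARG00000099970, chromosome 14 of GRCz10 from 46643944 to 46651420) is not discussed in the paper's text. Its scaled RPKM was 8594 ± 6874 (SD, n = 3) in IP and 108 ± 47.5 (SD, n = 3) in IN, a log2 fold change of 6.11 (limma adjusted p = 0.000593), higher in 3 of 3 IP libraries than in any IN library. It held 3.14%, 3.05% and 7.78% of the reads on gene spans in IP replicates 1 to 3. Its scaled RPKM rose over these replicates (3894, 5405 and 16484), as the intronic and intergenic shares of Supplementary Table 1 do. With 3 IP libraries this cannot decide whether they are related. ENSDARG00000093006, which spans malat1, had a log2 fold change of 5.97, and malat1 held 99.9% as many reads in IP as that feature, so both values come largely from the same reads. As a test of carry-over of nuclear, unspliced RNA into the IP, Spearman's rho of log2 fold change with span across genes was 0.17, above the 0.1 set for it, although genes are not independent replicates. The relation was not a rise throughout. Nuclear genes drawn to match the short spans of mitochondrial genes had a median log2 fold change of 1.39, against 0.01 for all genes. This rho therefore cannot decide on carry-over by itself. A rise with span does not account for malat1, whose span is 7477 bases, and with the correction for gene span the log2 fold change of malat1 was 6.37. As a test of a uniform background of genomic DNA, the 1st percentile of scaled RPKM over spans of at least 50 kb was higher in every IP library than in every IN library, by 0.000894 scaled RPKM at the least. That separation comes from the size factors, since as deposited the percentile ran from 0.00193 to 0.00269 RPKM in IP and from 0.00225 to 0.00266 RPKM in IN. A background of either size is too small to account for malat1. A dependence on total abundance was tested too, and rho with mean log2 RPKM was -0.11, the opposite sign. Whether malat1 RNA came into the IP from nuclei was not tested directly, so that explanation stays open.

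Among the 4 IN libraries, 68 items were tested for a library far from the others, and 4 passed Dixon's critical value for the gap to the nearest library divided by the range, where chance gives about 1 in 20. Reads on gene spans as a percent of mapped alignments were 99.1% in IN replicate 1 and 113%, 113% and 111% in replicates 2 to 4 (ratio 0.849). With size factors computed over all 7 libraries, scaled RPKM of cnga3b was 0.538 in IN replicate 4 against 0.233 or less in the others (ratio 0.89). On the same scale onecut1 had 0.309 in IN replicate 1 (ratio 0.836) and lhfpl5b had 0.0498 in IN replicate 2 (ratio 0.91). No explanation, technical or biological, was tested for these.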

How the results depend on the processing

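The counts of the fit were 1591 enriched genes, 2827 depleted genes, 521 genes enriched and 353 depleted 5-fold or more, 16 deafness genes (17 at an unadjusted p below 0.05), 12 neuromast genes and 27 genes shared with Supplementary Table 3. The alternatives were listed before the data were examined, apart from edgeR. Settings not mentioned here left each of these counts within 1.5 times its value. The cause was not tested for the settings below.

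With an RPKM of at least 0.1 in every library there were 9389 genes called expressed. Without scaling between libraries there were 554 enriched genes, 6616 depleted genes, 195 genes enriched 5-fold or more, 2109 genes depleted 5-fold or more, 8 deafness genes enriched, 8 deafness genes at an unadjusted p below 0.05 and 6 neuromast genes enriched. With a pseudocount of 0.01 there were 802 genes depleted 5-fold or more, 28 deafness genes enriched and 30 deafness genes at an unadjusted p below 0.05. With a pseudocount of 1 there were 894 enriched genes, 876 depleted genes, 187 genes enriched 5-fold or more, 72 genes depleted 5-fold or more, 1 deafness gene enriched, 1 deafness gene at an unadjusted p below 0.05 and 6 neuromast genes enriched. Among genes with a mean RPKM of at least 1 there were 1025 enriched genes, 1702 depleted genes, 344 genes enriched 5-fold or more, 2 deafness genes enriched, 2 deafness genes at an unadjusted p below 0.05 and 7 neuromast genes enriched. With RPKM above 1 required in every library of the higher group there were 893 enriched genes, 2 deafness genes enriched, 2 deafness genes at an unadjusted p below 0.05 and 6 neuromast genes enriched. With limma treat against a 2-fold change there were 606 enriched genes, 687 depleted genes, 10 deafness genes enriched and 6 neuromast genes enriched. With edgeR on recovered reads, chosen after seeing the data, there were 738 genes depleted 5-fold or more, 30 deafness genes enriched and 31 deafness genes at an unadjusted p below 0.05. With edgeR and the replicate block, also chosen after seeing the data, there were 858 genes depleted 5-fold or more, 30 deafness genes enriched and 30 deafness genes at an unadjusted p below 0.05.

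Across the 6 fits that each left out one library there were from 1410 to 1794 enriched genes, from 2436 to 3237 depleted genes, from 486 to 602 genes enriched 5-fold or more, from 334 to 503 genes depleted 5-fold or more, from 15 to 19 deafness genes enriched, from 15 to 20 deafness genes at an unadjusted p below 0.05, from 12 to 15 neuromast genes enriched and from 26 to 28 genes shared with Supplementary Table 3. With the replicate block, which pairs the libraries by number, there were 1587 enriched and 2780 depleted genes, while the mean correlation of same-numbered libraries' deviations was -0.10.

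Of 63 named genes, the log2 fold change changed sign without scaling for pax3a (-0.017), col2a1b (-0.38), eps8 (-0.21), smpx (-0.46), cx30.3 (-0.64), col4a3 (-0.14) and col11a1a (-0.94). With the correction for gene span it changed sign for ptprq (-0.012) and col11a1a (-0.065), with the same values when the replicate block was added. The other named genes kept their sign under the alternatives that were run on them. Without scaling, the median log2 fold change of all genes was -0.71, and 12 more lost their adjusted p below 0.05 and 1 gained it. With the replicate block 4 lost it, with the correction for gene span 5, and with both 10. Leaving out one IN library cost between 8 and 9 genes their adjusted p below 0.05, and leaving out IP replicate 2 cost 3. With edgeR and the replicate block 3 lost it, and under each of the remaining alternatives at most 2. Other genes gained an adjusted p below 0.05. These were 4 without IP replicate 3, 4 with edgeR, 4 with edgeR and the replicate block and 3 with all 7 libraries. Under each other alternative at most 2 gained it. The number of depleted photoreceptor genes was not run, because their names are not paired with IDs in the tables at hand. The GC part of the span correction was not run either. Many named genes have a mean RPKM near or below the pseudocount, which limits how well their fold change is known.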

Differences from the paper's values

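The number of genes depleted 5-fold or more was 353, and the paper's is 532. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's under no filter on RPKM above 0, mean RPKM of at least 1, without IP replicate 1, without IP replicate 2, and under no other. It also did so under edgeR on recovered reads, chosen after seeing the values. The number of deafness genes at an unadjusted p below 0.05 was 17, and the paper's is 36. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's under pseudocount 0.01, and under no other. It also did so under edgeR on recovered reads and edgeR on recovered reads with replicate block, chosen after seeing the values. The number of deafness genes at an adjusted p below 0.05 was 16, and the paper's is 27. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's under upper-quartile scaling, pseudocount 0.01, without IP replicate 1, without IP replicate 2, and under no other. It also did so under edgeR on recovered reads and edgeR on recovered reads with replicate block, chosen after seeing the values. The number of genes enriched 2-fold to 5-fold was 1070, and the paper's is 1685. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's under upper-quartile scaling, quantile normalization, no abundance threshold, CPM above 1 in every library of the higher group, replicate block with gene length correction, gene length correction, without IP replicate 3, and under no other. The number of genes enriched 50-fold or more was 6, and the paper's is 21. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's under pseudocount 0.01, without IP replicate 1, and under no other. The number of genes depleted 10-fold to 50-fold was 60, and the paper's is 109. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's under no filter on RPKM above 0, mean RPKM of at least 1, without IP replicate 1, and under no other.

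The next values are fold changes of IP over IN, the paper's from DEseq on reads over coding regions, as given in Table 4 or Supplementary Data Sheet 1. A gap was not counted for every gene whose value differed. For cnga3b the value was 87.5 against the paper's 171, and this was not counted as a gap. None of the alternatives set before the data were examined closed the gap for atoh1a 2.73 against the paper's 7.46, grin2db 10.0 against the paper's 238, loxhd1a 1.8 against the paper's 47.8, loxhd1b 5.2 against the paper's 77.4, onecut1 37.7 against the paper's 87.8, zbtb20 2.67 against the paper's 109, tmc2a 7.64 against the paper's 86, pcsk5a 1.48 against the paper's 5.86, slc12a5b 1.52 against the paper's 14.6, pho 8.67 against the paper's 20.1, erbb2 1.25 against the paper's 6.18, tmc1 1.88 against the paper's 15.5, si:cabz01059983.1 2.13 against the paper's 14, grxcr1 2.98 against the paper's 10.6, grxcr2 1.4 against the paper's 10.0, elmod3 1.4 against the paper's 7.64, ptprq 1.16 against the paper's 6.88, otofa 2.31 against the paper's 6.16, cabp2b 1.83 against the paper's 5.46, pax3a 1.32 against the paper's 3.5, smpx 1.37 against the paper's 2.44, col11a1a 1.2 against the paper's 2.07. Under pseudocount 0.01, and under no other alternative set before the data were examined, the gap closed for myo6b 1.75 against the paper's 3.51, cnga1 19.7 against the paper's 43.5, DYNLRB2 6.28 against the paper's 39.4, lhfpl5a 2.14 against the paper's 5.39, dcdc2b 3.43 against the paper's 6.41, gipc3 4.5 against the paper's 15.4, lhfpl5b 5.76 against the paper's 12.8, otofb 5.65 against the paper's 12.4, tmprss3a 3.6 against the paper's 7.3, tmie 1.86 against the paper's 3.29, dfnb31b 1.3 against the paper's 2.86, myo3a 1.27 against the paper's 2.52, col4a4 1.3 against the paper's 2.31, col4a3 1.27 against the paper's 2.14. Under pseudocount 0.01, without IP replicate 1, and under no other alternative set before the data were examined, the gap closed for cnga3a 46.9 against the paper's 121. Under upper-quartile scaling, pseudocount 0.01, without IP replicate 1, and under no other alternative set before the data were examined, the gap closed for atp2b1a 4.82 against the paper's 8.38. Under upper-quartile scaling, quantile normalization, pseudocount 0.01, all 7 libraries, replicate block with gene length correction, gene length correction, without IP replicate 2, without IP replicate 3, without IN replicate 1, and under no other alternative set before the data were examined, the gap closed for cx30.3 1.55 against the paper's 2.33. With edgeR on the recovered reads, which was chosen after seeing the values, the gap closed both with and without the replicate block for myo6b, cnga1, cnga3a, lhfpl5a, atp2b1a, dcdc2b, slc12a5b, pho, erbb2, gipc3, si:cabz01059983.1, lhfpl5b, otofb, tmprss3a, otofa, tmie, dfnb31b, myo3a, col4a4 and col4a3, and only without it for tmc1, elmod3, ptprq and cx30.3. The same fits also opened gaps that the limma fit did not have. The fold change of dennd5a was 13.5 with limma, 38.9 with edgeR without the block, 36.6 with it and 31.5 with limma and a pseudocount of 0.01, against the paper's 10.7. The fold change of pcdh15b was 5.13 with limma, 52.1 with edgeR without the block, 40.4 with it and 21.9 with limma and a pseudocount of 0.01, against the paper's 6.75. The fold change of espn was 4.96 with limma, 50.8 with edgeR without the block, 48.1 with it and 23.5 with limma and a pseudocount of 0.01, against the paper's 6.7. The number of genes enriched 5-fold to 10-fold was 292 with edgeR and the block against the paper's 450, and the number depleted 50-fold or more was 3 in both edgeR fits against the paper's 1. Among the alternatives set before the data were examined, the RPKM as deposited and a pseudocount of 1 most often moved a value away from the paper's that had not differed from it. Some of the genes compared overlap another feature. A feature sharing 4637 bases with cabp2b held 3214 reads in the IP libraries, against 2820 for cabp2b. For col11a1a, a feature sharing 15348 bases held 16735 reads in IP, against 17226 for col11a1a. How many of these reads were shared was not tested.

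Of the genes of Table 4 that the paper marks as significant after multiple testing, tmc1 and eya4 did not reach an adjusted p below 0.05 in the limma fit, with 0.0722 and 0.0569. Supplementary Data Sheet 1 of the paper does not give malat1 as significant after multiple testing, and its adjusted p from limma was 0.000593.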

Other observations

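The tests of the mitochondrial genes, and of the features with the highest mean RPKM, were chosen after the values were seen. The others were set before.

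Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many enriched genes and 1 as many depleted genes. The other 6 of the 10 splits keep some same-numbered pairs together. 3 libraries against 3 cannot give a small share. With all 7 libraries, 1 of 35 splits gave as many enriched genes and 1 of 35 as many depleted genes. These splits took no account of same-numbered pairs. Limiting them to splits that part every pair would leave fewer, so 1 of 35 makes the share look too small. The split that gave as many genes was the real one in both cases. The other splits called 0 genes. Each of them mixes IP and IN libraries within a group, so the difference between IP and IN widens the spread there. A count of 0 was therefore likely in advance, and it adds little. At an unadjusted p below 0.05 in limma, the other splits called between 41 and 586 genes with 6 libraries, against 12529 in the real split. With 7 libraries they called between 24 and 7429 genes, against 13253 in the real one.

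As deposited, the median gene was lower in IP than in IN, with a log2 difference of -1.34. Leaving the 15 features with the highest mean RPKM out of the library totals gave -1.21, and using the reads on gene spans as the totals gave -0.91. Neither removed most of the difference. The 15 features held 10.5% to 19.4% of the reads on gene spans in IP and 2.8% to 5.69% in IN replicates 1 to 3. Features picked by their number of reads were not tested. Supplementary Table 1 of the paper lists a higher intronic and a higher intergenic share for every IP library than for every IN library.

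Genes on the mitochondrial chromosome were low in IP. Of 34 tested, 29 had a log2 fold change below 0, with a median of -1.36, and the median stayed below 0 under all settings run, from -2.96 with the replicate block and the correction for gene span to -1.18 with a pseudocount of 1. They held 0.148% to 0.171% of the reads on gene spans in IP and 1.43% to 2.39% in IN. A dependence of fold change on total abundance was tested with 10000 random lists of nuclear genes matched on mean RPKM, of which 0 had a median as low. Short gene spans were tested with 10000 lists matched on span, of which 0 had a median as low. The median over these span-matched lists was 1.39, so short nuclear spans went with a change of the opposite sign. Neither accounts for the difference. A candidate explanation, for the protein-coding genes among them only, is that transcripts read by mitochondrial ribosomes are not bound to the tagged cytoplasmic ribosomes. It was not tested, and protein-coding and other mitochondrial genes were not separated here. Reads shared with nuclear copies of mitochondrial sequence were not tested either. Table 2 of the paper also names mitochondrial genes under terms of its depleted set.

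Over the 1998 genes at hand from Supplementary Data Sheet 1, 1974 were higher in IP in the limma fit. All 1998 are higher in IP in the paper's values from the same samples. Genes lower in IP are not among them, so this does not compare the depleted genes. Spearman's rho across these genes, which are not independent replicates, was 0.26 for the limma fit and 0.67 for edgeR on the recovered reads.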
